# Fetal liver macrophages contribute to the hematopoietic stem cell niche by controlling granulopoiesis

**DOI:** 10.7554/eLife.86493

**Published:** 2024-03-25

**Authors:** Amir Hossein Kayvanjoo, Iva Splichalova, David Alejandro Bejarano, Hao Huang, Katharina Mauel, Nikola Makdissi, David Heider, Hui Ming Tew, Nora Reka Balzer, Eric Greto, Collins Osei-Sarpong, Kevin Baßler, Joachim L Schultze, Stefan Uderhardt, Eva Kiermaier, Marc Beyer, Andreas Schlitzer, Elvira Mass

**Keywords:** macrophages, hematopoietic stem cells, hematopoiesis, granulopoiesis, fetal liver, Mouse

## Abstract

During embryogenesis, the fetal liver becomes the main hematopoietic organ, where stem and progenitor cells as well as immature and mature immune cells form an intricate cellular network. Hematopoietic stem cells (HSCs) reside in a specialized niche, which is essential for their proliferation and differentiation. However, the cellular and molecular determinants contributing to this fetal HSC niche remain largely unknown. Macrophages are the first differentiated hematopoietic cells found in the developing liver, where they are important for fetal erythropoiesis by promoting erythrocyte maturation and phagocytosing expelled nuclei. Yet, whether macrophages play a role in fetal hematopoiesis beyond serving as a niche for maturing erythroblasts remains elusive. Here, we investigate the heterogeneity of macrophage populations in the murine fetal liver to define their specific roles during hematopoiesis. Using a single-cell omics approach combined with spatial proteomics and genetic fate-mapping models, we found that fetal liver macrophages cluster into distinct yolk sac-derived subpopulations and that long-term HSCs are interacting preferentially with one of the macrophage subpopulations. Fetal livers lacking macrophages show a delay in erythropoiesis and have an increased number of granulocytes, which can be attributed to transcriptional reprogramming and altered differentiation potential of long-term HSCs. Together, our data provide a detailed map of fetal liver macrophage subpopulations and implicate macrophages as part of the fetal HSC niche.

## Introduction

Macrophages are found in all adult organs, where they perform essential functions during inflammatory responses as well as in tissue homeostasis, such as tissue remodeling, phagocytosis of apoptotic cells, and production of cytokines and growth factors. Work in mice showed that most macrophages originate from erythro-myeloid progenitors (EMPs) in the yolk sac and are long lived, and that their maintenance in many adult tissues does not rely on definitive hematopoiesis (Gomez Perdiguero et al., 2015; Hoeffel et al., 2015; Mass, 2018). All developing tissues are initially colonized by circulating pre-macrophages (pMacs), which immediately differentiate into tissue-specific macrophages (Mass et al., 2016; Stremmel et al., 2018), therefore, macrophages are an integral part of organogenesis.

In adult tissues, macrophages inhabit distinct anatomical niches within organs, for example, the lung harbors alveolar and interstitial macrophage populations (Aegerter et al., 2022), while macrophages in the adult liver are divided into Kupffer cells, liver capsular, central vein, and lipid-associated macrophages (Guilliams and Scott, 2022). Within these niches, resident macrophages adapt to their tissue environment and perform specific tasks to maintain organ function, such as mucus clearance by alveolar macrophages or phagocytosis of red blood cells by Kupffer cells (Mass et al., 2023). However, the role of macrophages in organ development and function as well as their heterogeneity during embryogenesis is less well understood.

One of the few well-known functions of fetal macrophages is their involvement in erythroblast maturation. In the fetal liver, erythroblastic island (EI) macrophages serve as niches for erythroblasts. During erythropoiesis, primitive and definitive erythroblasts directly interact with EI macrophages, where they undergo final steps of maturation, including expelling of their nucleus, which is phagocytosed by EI macrophages (Palis, 2016; Palis, 2014). Previous studies identified EI macrophage heterogeneity in the fetal liver at embryonic day (E)13.5/E14.5 (Li et al., 2019; Mukherjee et al., 2021; Seu et al., 2017). EI macrophages were shown to express different levels of cell adhesion proteins such as Vcam1, CD169, and CD163, as well as other proteins that are important for their function as EI niche (e.g., Epor, Klf1, EMP, and DNaseII), thereby promoting erythropoiesis (Li et al., 2019; Mariani et al., 2019; May and Forrester, 2020; Mukherjee et al., 2021). In addition to erythropoiesis, the E13.5/E14.5 fetal liver is at the peak of hematopoiesis, providing a niche for the expansion and differentiation of other hematopoietic stem and progenitor cells (HSPCs) (Lewis et al., 2021). Thus, the liver is a complex cellular interaction network where the role of macrophages in other hematopoietic developmental processes, such as myelopoiesis, is not fully understood.

Recent evidence suggests that one of the core macrophage functions is the support of stem and progenitor cell functionality in different tissues. For instance, pericryptal macrophages in the gut interact with epithelial progenitors, thereby promoting their proliferation and differentiation via Wnt, gp130, TLR4, or NOX1 signaling (Delfini et al., 2022). In the bone marrow, distinct macrophage subpopulations contribute directly and indirectly to the hematopoietic stem cell (HSC) niche. Osteoclasts are a highly specialized EMP-derived macrophage population responsible for bone resorption, whose function is necessary to generate the bone marrow and, thereby, the postnatal HSC niche (Jacome-Galarza et al., 2019). Co-culture experiments using different combinations of hematopoietic cells indicate that osteomacs support the HSC niche in synergy with megakaryocytes (Mohamad et al., 2017). DARC^+^ macrophages are in direct contact with CD82^+^ long-term (LT)-HSCs in the endosteal and arteriolar niches, where they contribute to LT-HSC dormancy via maintenance of CD82 expression (Hur et al., 2016). Additional macrophage depletion studies via clodronate and diphtheria toxin indicate that CD169^+^ macrophages in the bone marrow promote HSC retention by acting specifically on the Nestin^+^ HSC niche (Chow et al., 2011), as well as steady-state and stress erythropoiesis (Chow et al., 2013).

During embryogenesis, macrophages have been shown to be important for the development and proliferation of hematopoietic stem- and progenitor cells in mice. In the mouse, the first HSCs develop from the aorta–gonad–mesonephros (AGM) region starting at E10.5. Here, a CD206^+^ macrophage population actively interacts with nascent and emerging intra-aortic HSCs (Mariani et al., 2019). Macrophage depletion studies via clodronate liposomes and the Csf1r inhibitor BLZ945 using AGM explants indicate that the presence of macrophages in the AGM is influencing HSC production (Mariani et al., 2019). Furthermore, co-culture studies of a mixture of hematopoietic stem- and multipotent-progenitor cells (HSC/MPP) with macrophages isolated from the fetal liver as well as clodronate depletion studies during embryogenesis suggest that fetal liver macrophages promote HSC/MPP proliferation (Gao et al., 2022). Indeed, immunofluorescent stainings of F4/80^+^ macrophages and CD150^+^ cells (Gao et al., 2022) indicate that macrophages could also be part of the LT-HSC niche in the fetal liver, thereby influencing the proliferation and differentiation of stem cells at the top of the HSC hierarchy.

Studying stem cell niches and defining the molecular factors that promote stem cell proliferation and differentiation are essential to build a robust and reproducible in vitro system that may serve as a universal source of functional stem cells and/or immune cells for therapeutic purposes. This has already been achieved for induced pluripotent stem cells (iPSCs), which can be infinitely expanded and differentiated into the cell type of interest, thereby representing a safe product to treat diseases (Yamanaka, 2020). In contrast, a universal and well-defined culturing protocol for LT-HSCs allowing for continuous expansion is lacking (Kumar and Geiger, 2017; Wilkinson et al., 2020). Production of LT-HSCs from iPSCs represents a promising alternative, however, differentiation protocols without ectopic transcription factor expression have not been established yet (Demirci et al., 2020). This may be due to the complex developmental programming of adult LT-HSCs that have experienced distinct niche signals during their migration from AGM via the fetal liver to the bone marrow, resulting in functional differences observed in fetal versus mature HSCs (Arora et al., 2014). Growing evidence, mainly provided by in vitro and ex vivo studies in combination with macrophage depletion via clodronate (Gao et al., 2022; Mariani et al., 2019), suggests that macrophages play an essential role in HSC development and maintenance during embryogenesis. However, it remains to be investigated whether specific macrophage populations in the fetal liver contribute to LT-HSC stem-cell ness or differentiation via factors they produce in vivo.

Given the observations implicating macrophages in HSC functionality, we characterized the heterogeneity and ontogeny of fetal liver macrophage populations, providing a comprehensive macrophage atlas of the fetal liver at E14.5. Furthermore, using a conditional mouse model to deplete macrophages in vivo, we established fetal liver macrophages as important modulators of LT-HSC differentiation capacity into granulocytes.

## Results

### The fetal liver harbors heterogeneous macrophage populations

To investigate fetal liver macrophage heterogeneity, we performed single-cell RNA-sequencing on sorted CD11b^low/+^ cells at E14.5 (Figure 1—figure supplement 1A). To isolate macrophages and macrophage progenitors for further downstream analyses from this myeloid population, we clustered all cells and overlayed a pMac signature (Mass et al., 2016). Out of eleven clusters, four clusters were chosen (Figure 1—figure supplement 1B, C , see Methods) and analyzed further. To further select specifically macrophages, the same procedure was performed twice on the re-clustered cells using a signature enriched in fetal macrophages when compared with EMPs (Figure 1—figure supplement 1D), resulting in 18 clusters (Figure 1—figure supplement 1E). Cells that either expressed macrophage precursor genes (*Clec7a*, *Ccr2*, *Cx3cr1*, *Csf1r*), pan-macrophage genes (*Mrc1*, *Adrgre1*, *Siglec1*, *Msr1*, *Cd63*), and/or liver macrophage-specific genes (*Timd4*, *Clec4f*, *Vcam1*) were enriched in clusters 1, 2, 7, 8, 9, and 11, which were chosen for further downstream analysis (Figure 1A, B, Figure 1—figure supplement 1F). The predominant expression of *Ly6c2*, *Ly6g*, *Cxcr2*, and *Cd33* in the remaining clusters (Figure 1—figure supplement 1F) indicated their monocyte/granulocyte or myelomonocytic precursor cell identity, respectively, and were therefore excluded from further analysis.

**Figure 1.**
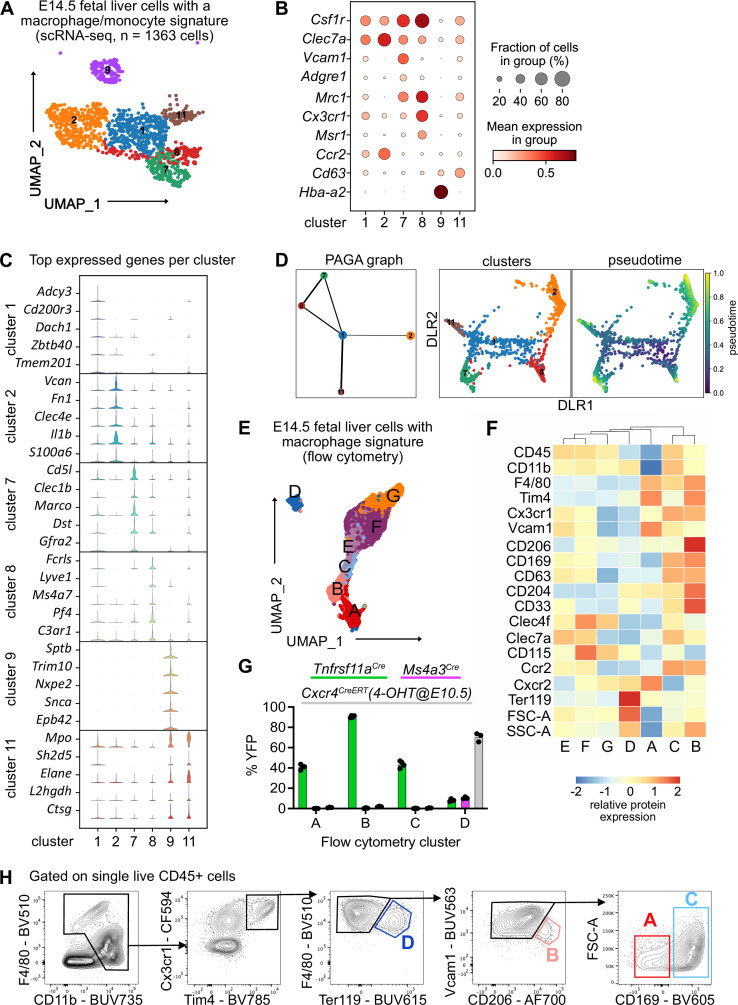
Characterization of fetal liver macrophage populations. (**A**) Single-cell RNA-sequencing (scRNA-seq) analysis of wildtype CD11b^low/+^ cells isolated from a fetal liver at developmental day (E)14.5. Clusters of possible macrophage subsets identified by a monocyte/macrophage signature (see Figure 1—figure supplement 1) are visualized through Uniform Manifold Approximation and Projection (UMAP). (**B**) Expression of selected macrophage- and macrophage progenitor-specific genes in clusters from (**A**). (**C**) Violin plots of highly expressed genes within the clusters from (**A**). (**D**) Developmental trajectory analysis using Partition-based graph abstraction (PAGA) method (left) and pseudotime analysis (right) of the identified clusters in (**A**), excluding cluster 9. (**E**) Flow-cytometry analysis of CD11b^low/+^ cells with a macrophage signature, isolated from a fetal liver at developmental day E14.5. Cell surface marker expression was used to generate unbiased clusters using UMAP. (**F**) Heatmap of relative protein expression and cell size parameters used in the flow-cytometry analysis in (**E**). (**G**) Flow-cytometry analysis of E14.5 fetal liver macrophages using three different fate-mapping mouse models. CD11b^low/+^ cells with a macrophage signature were analyzed as shown in (**E, F**), resulting in similar cluster distribution (see Figure 1—figure supplement 2). YFP^+^ cells from the *Tnfrsf11a^Cre^; Rosa26^YFP^* model (green) indicate a yolk sac origin. *Ms4a3^Cre^; Rosa26^YFP^* (pink) and *Cxcr4^CreERT^; Rosa26^YFP^* with 4-hydroxytamoxifen (4-OHT) injection at E10.5 (gray) indicate a monocytic and hematopoietic stem cell origin, respectively. Circles represent individual mice. (**H**) Simplified gating strategy to identify macrophage clusters in E14.5 livers using flow cytometry. Figure 1—source data 1.Quantification of fate-mapped macrophages populations for Figure 1.

**Figure 1—figure supplement 1.**
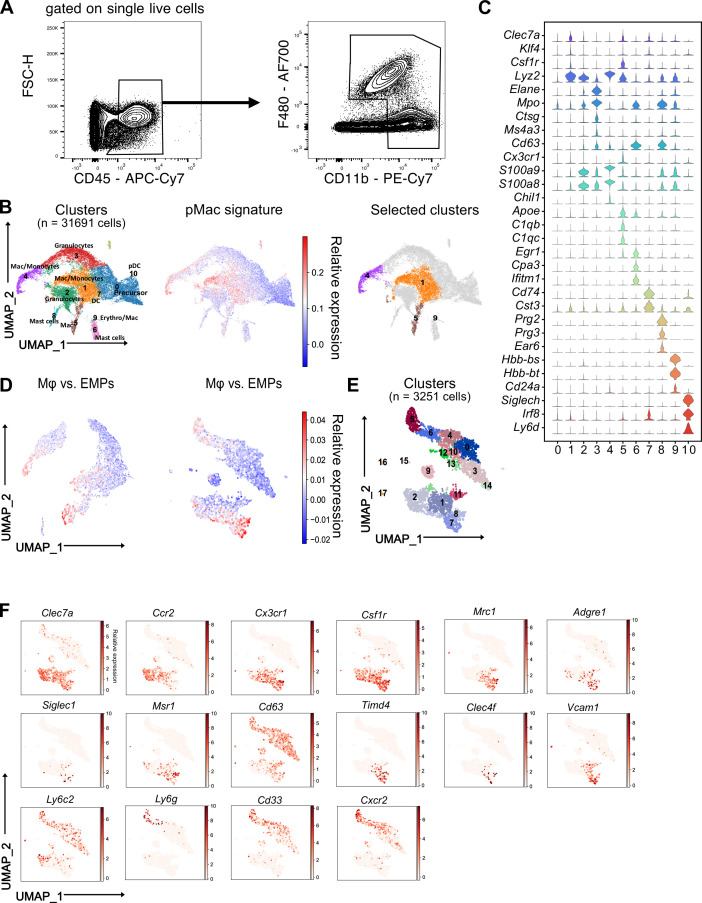
Sorting and characterization of fetal liver myeloid cells. (**A**) Sorting strategy of CD11b^+^ cell for performing single-cell RNA-sequencing using wildtype E14.5 fetal livers. (**B**) Subclustering strategy and identification of cell types in the single-cell clusters from all cells passing quality control. Mac: macrophage, Erythro: erythroblast, DC: dendritic cell, pDC: plasmacytoid dendritic cell (left panel). The initial clusters of interest were identified by projecting the pre-macrophage (pMac) signature on the single cells (middle and right panels). (**C**) Top expressed genes from clusters in (**B**) to identify myeloid cell populations. (**D**) Subclustering strategy for the second and the third round of macrophage cluster selection. The initially selected clusters were analyzed for a second time, and a set of signature genes upregulated in macrophages (Mɸ) compared to erythro-myeloid progenitors (EMPs) were projected on them. The same procedure was repeated for a third time. (**E**) Clusters resulting from the third round of subsetting. Eighteen identified clusters were visualized using UMAP. (**F**) Expression of individual monocyte and macrophage-specific genes on the final identified clusters.

**Figure 1—figure supplement 2.**
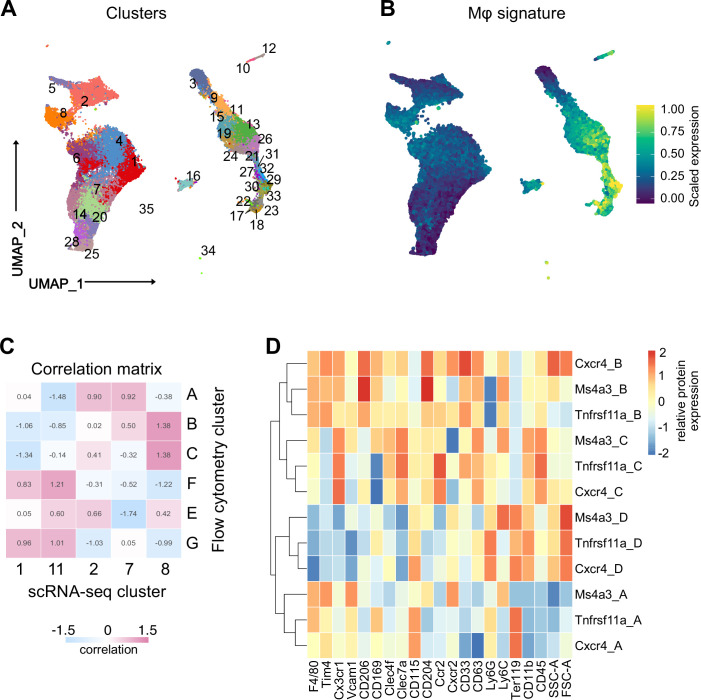
Flow-cytometry analysis of macrophage subpopulations and fate-mapping mouse models. (**A**) Flow-cytometry analysis of CD11b^low/+^ cells with a macrophage signature, isolated from a fetal liver at developmental day E14.5. Cell surface marker expression was used to generate unbiased clusters using UMAP. (**B**) Projection of macrophage markers on the flow-cytometry data using UMAP visualization. (**C**) Correlation matrix between the flow cytometry (Figure 1E, F) and scRNA-seq data (Figure 1A–C) reveals highly correlating clusters between the two datasets. (**D**) Relative expression of markers used in the flow-cytometry analysis of three different fate-mapping mouse models. Tnfrsf11a: *Tnfrsf11a^Cre^; Rosa26^YFP^* model. Ms4a3: *Ms4a3^Cre^; Rosa26^YFP^*; Cxcr4: *Cxcr4^CreERT^; Rosa26^YFP^* with 4-hydroxytamoxifen (4-OHT) injection at E10.5. The identified macrophage clusters (**A–D**) shown in Figure 1F could be identified in all models with similar expression patterns.

Cluster 9 expressed almost exclusively erythroblast-specific genes (*Hba-a2*, *Sptb*, *Trim10*, *Nxpe2*, *Snca*, *Epb42*) (Figure 1B,C) and was identified as EI macrophages, which have been recently described as doublets of erythroblasts and macrophages (Popescu et al., 2019) or erythroblasts with cell remnants on their surface since macrophages frequently adhere to other cells (Millard et al., 2021). Clusters 7 and 8 showed the highest expression of bona fide macrophage genes such as *Csf1r*, *Mrc1*, and *Timd4* but were distinct in their expression of other macrophage markers (e.g., *Marco*, *Lyve1*) (Figure 1B, C, Figure 1—figure supplement 1E). Cells in cluster 2 expressed the highest levels of *Ccr2*, *Clec7a*, *Clec4a*, *Il1b*, and *S100a6* (Figure 1B, C) besides some of the macrophage-specific genes, hinting toward an inflammatory state of this putative macrophage population. Clusters 1 and 11 showed a low expression of core macrophage genes compared to clusters 2, 7, and 8, suggesting a precursor stage (Figure 1B). However, cluster 11 was distinct from cluster 1 with a high expression of granule-related genes, such as *Mpo*, *Elane*, and *Ctsg* (Figure 1C), which may indicate a granulocytic rather than a macrophage precursor state. To test these hypotheses and predict developmental trajectories, we performed a Partition-based graph abstraction (PAGA) analysis (Wolf et al., 2019) after excluding cluster 9 due to their doublet identity. Here, cluster 1 expression represents a progenitor state, thus, is the center of the network, which was confirmed by pseudotime analysis (Figure 1D). The other clusters fall into distinct nodes, with clusters 7 and 8 showing substantial similarity as indicated by the edge thickness (Figure 1D). In summary, our scRNA-seq analysis indicates the presence of at least three macrophage states (clusters 2, 7, and 8), which have distinct phenotypes.

To validate macrophage heterogeneity on the protein level, we performed a high-dimensional flow-cytometry analysis on CD11b^low/+^ cells (Figure 1—figure supplement 2A). Similar to the scRNA-seq enrichment, we visualized all myeloid cells using UMAP, clustered them, and overlayed a macrophage signature (F4/80, Tim4, Cx3cr1, Vcam1, CD169, CD206, Figure 1—figure supplement 2B). This resulted in seven clusters, which we analyzed further (Figure 1E). Hierarchical clustering of all clusters expressing macrophage and macrophage precursor proteins confirmed the presence of three F4/80^high^ macrophage populations (clusters A–C, Figure 1F). As already observed on the transcriptional level, cluster D likely represents Ter119^+^ erythroblasts with macrophage cell remnants, as indicated by the increased cell size and granularity determined via forward scatter (FSC) and side scatter (SSC), respectively (Figure 1F). To correlate precursor and macrophage clusters identified by transcriptional and protein analyses, a correlation matrix between the scRNA-seq and flow-cytometry datasets was calculated based on gene expression corresponding to the presence of the respective antigen used in our flow-cytometry panel (Figure 1—figure supplement 2C). Here, scRNA-seq precursor clusters 1 and 11 corresponded highly to clusters F and G, which expressed high levels of CD45, CD115, and Clec4f but were low in F4/80 and Tim4 expression. In contrast, scRNA-seq clusters 2 and 7 represented cluster A while cluster 8 correlated mostly with clusters B and C, supporting the notion of three distinct macrophage populations in the fetal liver at E14.5, in addition to EI macrophages.

### Fetal liver macrophages originate from yolk sac progenitors

Next, we addressed the ontogeny of the macrophage clusters using *Rosa26^LSL-YFP^* mice crossed to *Tnfrsf11a^Cre^* for detection of pMac-derived cells (Mass et al., 2016), to *Ms4a3^Cre^* for detection of monocyte-derived cells (Liu et al., 2019), and to the inducible *Cxcr4^CreERT^* with 4-hydroxytamoxifen injection at E10.5 labeling all cells of the definitive hematopoiesis wave (Werner et al., 2020). We confirmed the presence of all three macrophage clusters and the Ter119^+^ EI macrophage cluster in all mouse models (Figure 1—figure supplement 2D). HSC-derived definitive erythroblasts in cluster D were efficiently fate-mapped using the *Cxcr4^CreERT^* model, validating that these were cell doublets or erythroblasts with cell remnants on their surface since they also showed low labeling of the other fate-mapping models that label macrophages/monocytes (Figure 1G). The remaining clusters were YFP^+^ only in the *Tnfrsf11a^Cre^* model, demonstrating that all fetal liver macrophages at E14.5 derive from pMacs. Using the distinct expression of Vcam1, CD206, and CD169 in clusters A–C and their difference in cell size allowed us to develop a simple gating strategy to distinguish these macrophage populations (Figure 1H). In summary, using a hypothesis-driven analysis of CD11b^low/+^ cells, we define, in addition to the already well-known EI macrophage population, distinct macrophage populations in the fetal liver that are yolk sac derived.

### Fetal liver macrophage subpopulations display distinct transcriptional programs

Next, we set out to investigate whether the macrophage heterogeneity we defined at E14.5 could indicate additional macrophage states besides serving as EI macrophages, therefore, resulting in other functions than phagocytosing erythroblast nuclei. To this end, we first performed a gene ontology (GO) term analysis on the top expressed 100 genes, comparing each cluster from the scRNA-seq analysis to all other clusters. Here, cluster 2-specific genes fell into the terms ‘cell chemotaxis’, ‘positive regulation of inflammatory response’, and ‘cytokine-mediated signaling pathway’ (Figure 2A), indicating the activated inflammatory state already observed in the top 5 expressed genes (Figure 1C). In contrast, cluster 7-related genes were significant for the GO terms ‘positive regulation of lipid localization’, ‘ameboidal-type cell migration’, and ‘apoptotic cell clearance’. Also cluster 8 expressed genes belonging to the GO term ‘positive regulation of lipid localization’ that partially overlapped with cluster 7 (e.g., *Apoe*, *Lpl*) (Supplementary file 1). Additional cluster 8-specific terms were ‘macrophage activation’ and ‘cell junction disassembly’ (Figure 2A). This analysis indicated that, albeit somewhat similar, the distinct macrophage populations might exert distinct functions in the fetal liver. This was confirmed by the cluster-specific expression of selected ligands indicating that the distinct cellular states may result in distinct paracrine signaling activity (Figure 2B). Intersecting the CellTalk database information (Shao et al., 2021) with the complete set of genes expressed by the three macrophage states revealed 208 potential macrophage-derived secreted ligands (Supplementary file 2).

**Figure 2.**
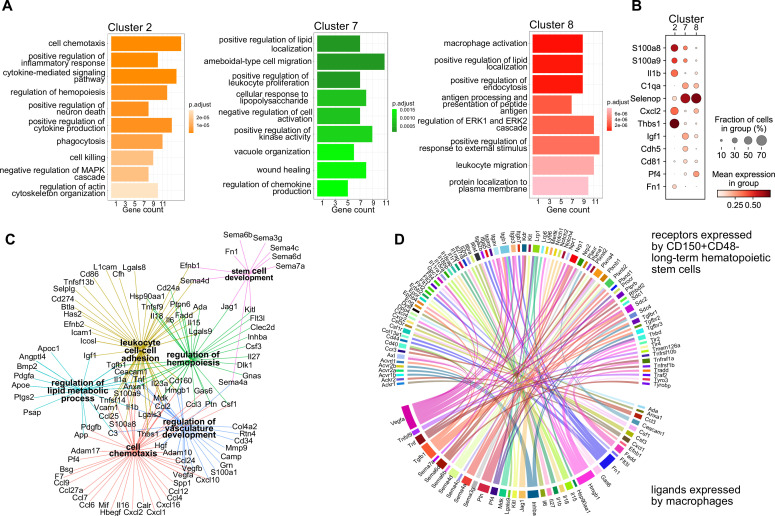
Transcriptional program and paracrine signaling of fetal liver macrophages. (**A**) Gene set enrichment analysis (GSEA) of final macrophage clusters 2, 7, and 8 was performed on the differentially expressed genes of each cluster. (**B**) Expression of selected ligands in the final macrophage clusters. (**C**) Interaction and functional network of expressed ligands on the identified macrophage clusters 2, 7, and 8. Each hub with a color indicates the function of the ligands, while the edges show the interaction between them. (**D**) Potential ligand–receptor interactions between macrophages and long-term hematopoietic stem cells (LT-HSCs). The gene names on the bottom of the plot are expressed ligands in macrophage clusters 2, 7, and 8. Gene names on the top are expressed receptors on LT-HSCs at E14.5. Each ligand can target several receptors which are indicated with the same color.

We next used the 208 ligand candidates and performed a gene set enrichment analysis, and visualized the gene/GO term relationships in a network (Figure 2C). This analysis pointed to additional functionality of the three macrophage states beyond erythropoiesis, which included regulation of hemopoiesis and stem cell development together with chemotaxis and vasculature development, mechanisms that could shape the stem cell niche.

Macrophages contribute to the stem cell niche, particularly in the bone marrow, under inflammatory conditions (Seyfried et al., 2020). Yet, evidence for macrophage-derived molecules involved in the direct cell crosstalk controlling stem cell maintenance and differentiation in the mouse fetal liver is missing. Therefore, we sought to explore potential signaling events between macrophages and HSCs to determine whether macrophage-derived factors might modify HSC function during steady state. Thus, we sequenced LT-HSC at E14.5 and, leveraging our scRNA-seq macrophage dataset (see Methods), uncovered potential ligand–receptor interactions between macrophage-derived ligands and LT-HSCs in the fetal liver (Figure 2D). 

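The LT-HSC expression values came from 4 control (WT) libraries of cells sorted from fetal liver at E14.5. RNA was amplified by SmartSeq2, a method that copies polyadenylated RNA along its full length, and the authors estimated the number of reads on each transcript with Kallisto. The authors then summed these estimated counts to genes named by symbol and rounded them to whole numbers, without normalization for depth or length. Between 7633446 and 18256010 counts per WT library were assigned to the 17404 genes of the table, with a median of 12668227.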

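The receptor names legible along the top of Figure 2D numbered 51, and the mean of the deposited counts over the 4 WT libraries was above 40, the limit given in Methods, for all 51. The study selected its receptors by this limit in control LT-HSCs, so the result repeats that selection and is not independent evidence. Of the 17404 genes in the table, 11034 (63.4%) had a mean above 40. The lowest receptor means were 46.2 ± 31.6 counts (SD, n = 4) for Ccr3, 46.8 ± 24.5 counts (SD, n = 4) for Tyro3 and 49.2 ± 41.5 counts (SD, n = 4) for Tlr4. Tlr4 ranged from 2 to 101 counts among the 4 libraries. The requirement that every WT library exceed 40 counts, in place of the mean, moved the number most, to 39 of 51. With WT replicate 15418 left out, 48 receptors had a mean above 40, and with any other WT replicate left out, 50 or 51 did. The highest mean, 5199 ± 3123 counts (SD, n = 4), was that of Kdr, which had 670 counts in WT replicate 15416 and at least 5610 in each of the others. Itgb1 followed with 4016 ± 526 counts (SD, n = 4). Kit, the receptor of Kitl, had 1393 ± 741 counts (SD, n = 4), from 717 to 2431.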

Many of the ligands are well-known players in the stem cell niche, for example, Kitl, Igf1, Tnf, Tgfb1, and Fn1, which have been reported to directly or indirectly promote the expansion of HSPCs (Azzoni et al., 2018; Hadland et al., 2022; Sakaki-Yumoto et al., 2013). In summary, our transcriptomic ligand–receptor interaction analyses suggest that macrophages express HSC niche factors and, thereby, may actively contribute to LT-HSC functionality in the fetal liver.

### Macrophages interact directly with LT-HSCs

We next asked whether the potential paracrine signaling between macrophages and LT-HSCs in the fetal liver occurs via direct interaction. To test this, we first performed immunofluorescence analyses on E14.5 liver cryosections by staining macrophages with Iba1 and F4/80 and LT-HSCs with CD150, indicating a direct interaction between these cells (Figure 3A). Next, we performed stainings on 3D whole-mount livers at E14.5 using different macrophage-, stem cell-, and erythroblast-specific markers. We found EI macrophages that were entirely surrounded by Ter119^+^ erythroblasts, as expected, but frequently observed cell–cell interactions of macrophages with c-Kit^+^ progenitors and CD150^+^ LT-HSCs (Figure 3B). 3D reconstruction analysis of Iba1^+^ macrophage morphology in combination with CD150^+^ and CD150^−^ cell positioning (Figure 3C) showed that CD150^+^ cells were clearly attracted to macrophage surfaces, as indicated by an increased density within a distance of 3 µm compared to random CD150^−^ cells (Figure 3D). Quantification of the average distance to an Iba1^+^ cell demonstrated that CD150^+^ cells exhibit significantly closer proximity to macrophages compared to CD150^−^ cells, suggesting a preferential positioning of CD150^+^ cells nearby macrophages (Figure 3E).

**Figure 3.**
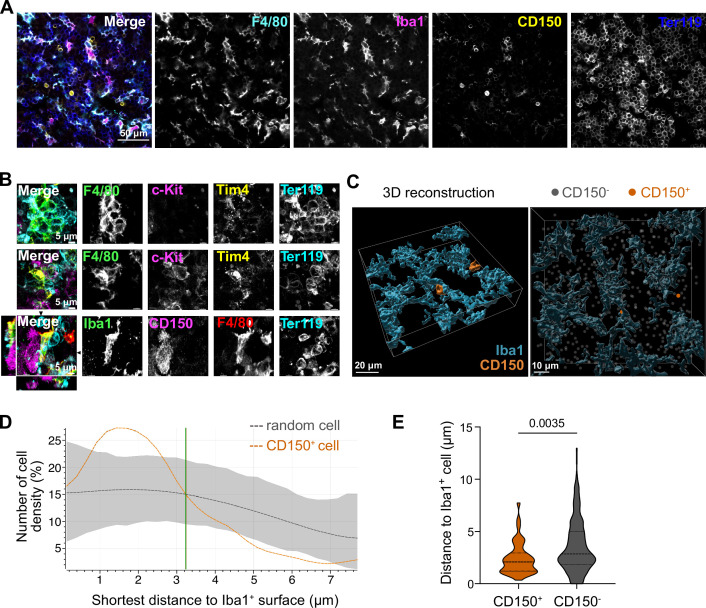
Macrophage interaction with CD150^+^ hematopoietic stem cells (HSCs). (**A**) Immunostaining of E14.5 fetal liver sections with antibodies against F4/80, Iba1, CD150, and Ter119. Scale bar represents 50 µm. (**B**) Immunostaining of E14.5 fetal liver whole-mounts with antibodies against F4/80, c-Kit, Tim4, Ter119, Iba1, and CD150. The first row visualizes the interaction between EI macrophages surrounded by Ter119^+^ erythroblasts. The second and last rows highlight the interaction between macrophages and progenitor cells, including CD150^+^ long-term HSCs (LT-HSCs). The black arrows on the last row indicate the *yz* and *xz* dimensions which are shown on the left and bottom sides. Scale bar represents 5 µm. (**C**) 3D reconstruction of a E14.5 fetal liver whole mount stained with Iba1, CD150, and DAPI (shown as gray dots indicating CD150^-^ cells). Scale bar represents 20 µm (left) or 10 µm (right). Measured distance of CD150^+^ and CD150^−^ cells to the next Iba1^+^ macrophage (**D**) and average distance of cells to Iba1^+^ macrophages (*n* = 42 for CD150^+^ and *n* = 524 for CD150^−^) (**E**). Unpaired Student’s *t*-test. Figure 3—source data 1.Distances measured between CD150^+^ or CD150^−^ cells and Iba1 cells for Figure 3.

To determine whether LT-HSCs interact with distinct macrophage populations, we assessed cellular interactions via co-detection by indexing (CODEX)-enabled high-dimensional imaging (Black et al., 2021; Frede et al., 2022; Goltsev et al., 2018; Figure 4A). CD45, Iba1, F4/80, Cx3cr1, and Tim4 were used as pan-macrophage markers, allowing the distinction of cluster A: CD106 (Vcam1)^+^ macrophages, cluster B: CD206^+^ macrophages, cluster C: CD169^+^ macrophages, and the most abundant cluster D: Ter119^+^ EI macrophages (Figure 4B, Figure 4—figure supplement 1A). First, we assessed the distribution of the four macrophage clusters in the different liver lobes using a Voronoi diagram, showing that all macrophage clusters are found across the whole tissue (Figure 4C). CD150^+^ HSC were also dispersed across the fetal liver but showed a preferential localization near the liver capsule (Figure 4C). Similar results were detected via spatially segmented cellular neighborhoods of the single objects using a raster scan with a radius of 50 µm and a self-organizing map (SOM) algorithm where CD150^+^ HSCs, represented by neighborhood 4, were mainly found near the liver capsules of the lower left and the two upper liver lobes (Figure 4—figure supplement 1B). Next, we used a data-driven approach to detect spatial interactions between macrophage clusters and HSCs within a range of 5–50 µm. Interestingly, LT-HSCs showed the highest correlation with macrophages from cluster C representing CD169^+^ macrophages (Figure 3D) and the lowest correlation with cluster D (Ter119^+^ macrophages). Manual inspection of cells surrounding CD150^+^ HSC in a 50-µm radius also revealed that LT-HSCs were preferentially surrounded by CD169^+^ macrophages (cluster C, Figure 3E), with fewer identified cells belonging to the other macrophage populations (Figure 3F).

**Figure 4.**
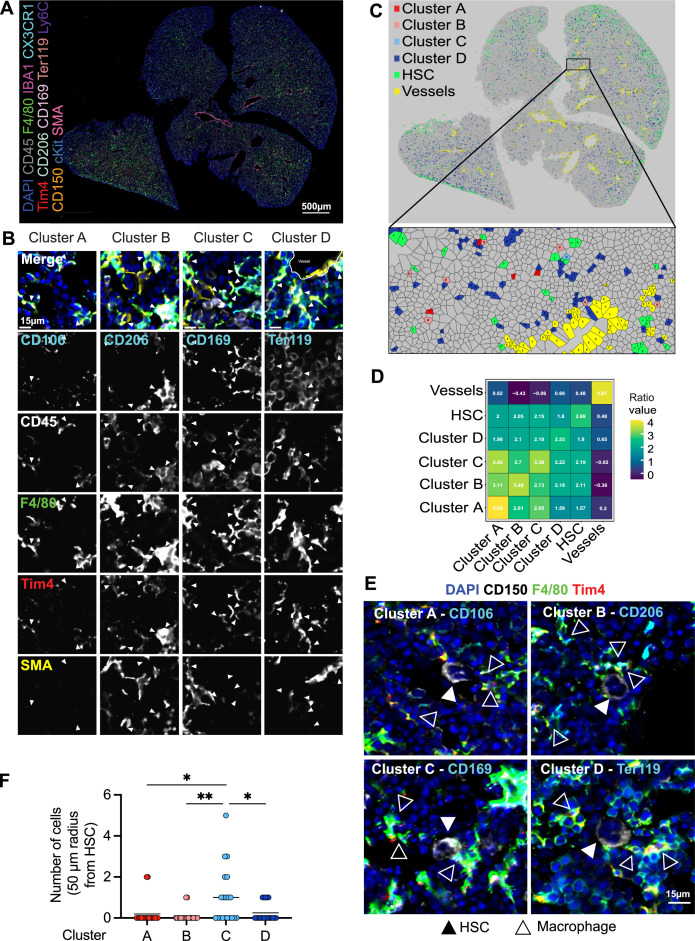
Macrophage heterogeneity and their interaction with hematopoietic stem cells (HSCs). (**A, B**) A 5-µm frozen section of a fetal liver from an E14.5 wildtype embryo was stained with a 20-plex CODEX antibody panel. Representative image of the entire field of view is shown in (**A**) and enlargements showing representative images of the cells from clusters A–D are shown in (**B**). Arrows in the enlargements indicate macrophages from the corresponding cluster. Scale bars represent 500 µm in the overlay and 15 µm in the enlargements. (**C**) Voronoi diagram from (**B**) after manual cell classification using the HSCs, blood vessels, and cells from the four macrophage clusters as seeds. (**D**) Spatial analysis of interactions between cells from macrophage clusters, HSCs, and blood vessels in the fetal liver within a range of 5–50 µm. Values represent the calculated Log Odds Ratio. (**E**) Representative images of the interaction of HSCs with the macrophage clusters. Filled arrowheads indicate the HSC, and empty arrowheads indicate the macrophages from the corresponding cluster. CD150 staining is shown in white color. Scale bar represents 15 µm. (**F**) Absolute number of cells from the four macrophage clusters within a radius of 50 µm from one randomly selected HSC. Each dot represents one cell. Black lines in the plot represent the mean. One-way analysis of variance (ANOVA); *p < 0.05, **p < 0.01. Figure 4—source data 1.Number of CD150^+^ cells within each macrophage subpopulation measured in a 50-μm radius.

**Figure 4—figure supplement 1.**
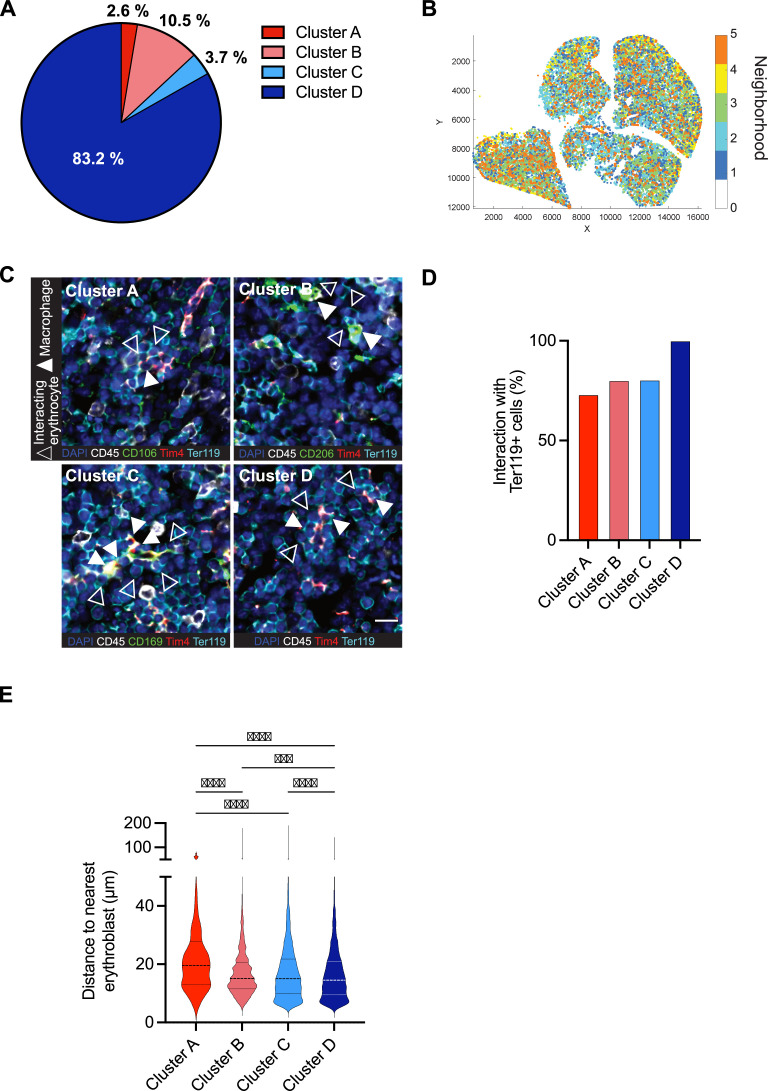
Spatial CODEX analyses of macrophage clusters in the fetal liver. (**A**) Proportions of cells from the macrophage clusters within the total F4/80^+^ Iba1^+^ Cx3cr1^+^ Tim4^+^ macrophages from the CODEX image in Figure 3B. (**B**) Single objects detected in Figure 3B were spatially segmented into neighborhoods using a raster scan with a radius of 50 µm. Plot represents clustering of cellular neighborhoods based on their local composition of macrophages from the four clusters. Each color represents a neighborhood with a similar composition. (**C**) Representative images of interactions between macrophage subpopulations and Ter119^+^ erythroblasts. Filled arrowheads indicate macrophages from the corresponding cluster, whereas empty arrowheads indicate interacting erythrocytes. Scale bar represents 15 µm. (**D**) Interaction frequency between Ter119^+^ cells and distinct macrophage clusters, as indicated in (**C**). (**E**) The distance from the four macrophage clusters to their nearest erythrocyte in the entire tissue section was measured. One-way analysis of variance (ANOVA); ***p < 0.001, ****p < 0.0001. Figure 4—figure supplement 1—source data 1.Quantification of macrophage subpopulations and their interaction with Ter119^+^ cells for Figure 4—figure supplement 1.

**Figure 4—figure supplement 2.**
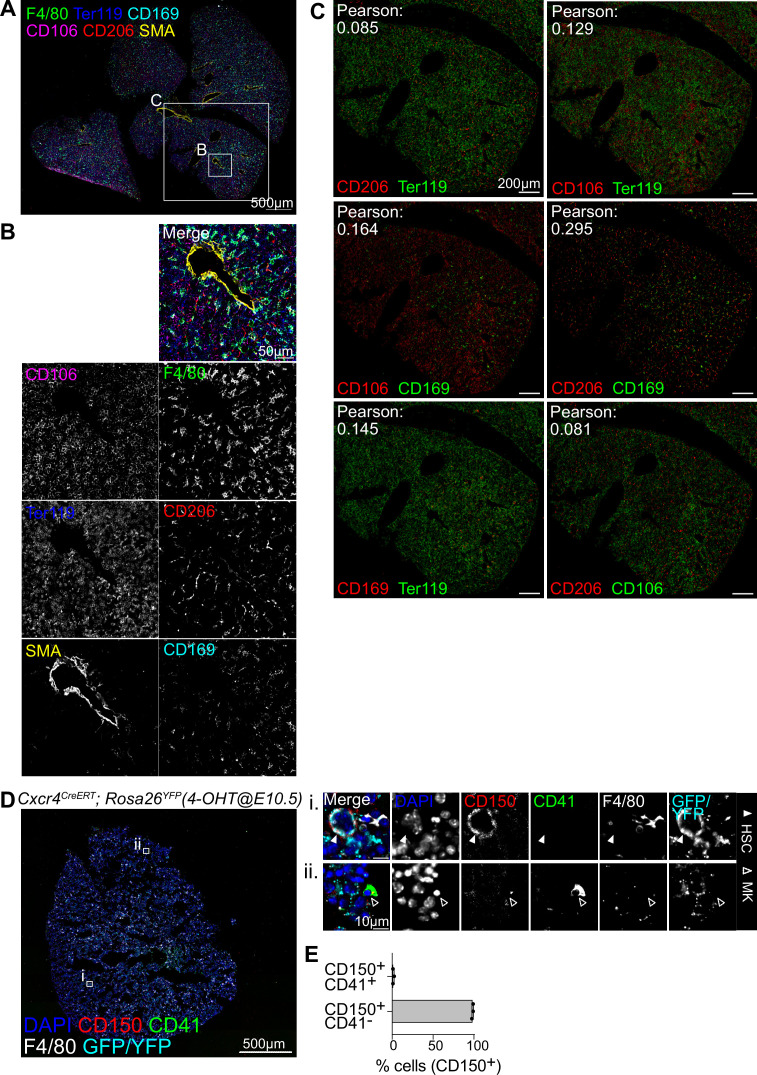
CODEX-based detection of macrophage heterogeneity and hematopoietic stem cells (HSCs). (**A–C**) A 5-µm frozen section of a fetal liver from an E14.5 wildtype embryo was stained with a 20-plex CODEX antibody panel. Representative image of the entire field of view is shown in (**A**) and enlargements showing all macrophage subcluster markers together (**B**) or in a pairwise comparison (**C**). Signal overlap in (**C**) was measured with the Pearson colocalization coefficient (related to Figure 4B). Scale bars represent 500 µm in the overview and 50 µm in the enlargements in (**B**) and 200 µm in the enlargements in (**C**). (**D**) A 5-µm frozen section of a fetal liver from an E14.5 *Cxcr4^CreERT^; Rosa26^YFP^* embryo where the pregnant mother was injected with 4-hydroxytamoxifen (4-OHT) at E10.5 was stained with a 22-plex CODEX antibody panel. Representative image of the entire field of view is shown on the left and enlargements showing a CD150^+^ YFP/GFP^+^ CD41^−^ HSC in (**i**) and an example of a CD41 expressing megakaryocyte (Mg) cell in (**ii**). Scale bars represent 500 µm in the overview and 10 µm in the enlargements. (**E**) Quantification of CD150 and CD41 co-expressing cells in three sections as show in (**D**). Figure 4—figure supplement 2—source data 1.Quantification of CD150 and CD41 expression for Figure 4—figure supplement 2.

As erythroblasts are the most abundant cell type, we asked whether clusters A–C serve, at least partially, as EI macrophages. To this end, 50 macrophages of each cluster were randomly chosen, and the direct interaction with Ter119^+^ cells was evaluated manually. While cells belonging to cluster D (Ter119^+^ EI macrophages) showed 100% interaction, as expected, cluster A (CD106^+^ macrophages, 73% interaction), cluster B (CD206^+^ macrophages, 80% interaction), and cluster C (CD169^+^ macrophages, 80.4% interaction) did not always interact with Ter119^+^ erythroblasts (Figure 4—figure supplement 1C, D). The CD206^+^ cluster A was the subpopulation with the least interaction and longest distance to the nearest erythroblast (Figure 4—figure supplement 1E), which was often accompanied by an elongated cell shape near vessels, indicating the presence of CD206^+^ perivascular macrophages (Figure 4—figure supplement 2A, B). Pairwise overlay of specific macrophage cluster markers revealed that there is partial overlap of the macrophage subclusters, with the highest overlap of CD206 and CD169 expression (Pearson correlation = 0.295) and the lowest overlap of CD106/Vcam-1 (Pearson correlation = 0.081) (Figure 4—figure supplement 2C), validating results observed via flow cytometry (Figure 1F).

Finally, we made use of the fate-mapping model *Cxcr4^CreERT^; Rosa26^LSL-YFP^* to validate that CD150^+^ cells at E14.5 are majorly Cxcr4^+^ LT-HSCs and not CD41^+^ megakaryocyte progenitors that express CD150 in the adult bone marrow (Pronk et al., 2007). Using CODEX-based gating of CD150^+^ cells, we detected no overlap with CD41 protein expression (Figure 4—figure supplement 2D, E). This is in line with previously published data where CD150^+^ LT-HSCs were sorted from E15 livers (Ghosn et al., 2016). Furthermore, we observed GFP/YFP expression on CD150^+^ CD41^−^ cells (Figure 4—figure supplement 2D), which indicates that these cells are either currently expressing Cxcr4 and/or have been labeled at an earlier developmental day by the *Cxcr4^CreERT^; Rosa26^LSL-YFP^* model, confirming that this model traces definitive hematopoiesis when 4-hydroxytamoxifen is injected at E10.5 or later developmental time points.

Of note, the tissue analyzed via CODEX represents only cellular neighborhoods in X and Y due to the thin sectioning technique (5 µm) and, thus, does not take neighboring cells in the Z plane into account. This leads to an underestimation of macrophage–HSC interactions in comparison to the 3D reconstruction analysis (Figure 3C–E). In summary, our data indicate that macrophages inhabit distinct niches within the fetal liver, with the majority of macrophages supporting mainly erythroblast maturation, while other populations may support HSC function.

### Lack of macrophages leads to decreased erythrocyte maturation

Given that LT-HSCs have direct contact with or are in close proximity to macrophages providing niche signals, we hypothesized that depletion of fetal liver macrophages would alter the LT-HSC phenotype and function. Therefore, we took advantage of the *Tnfrsf11a^Cre/+^; Spi1^f/f^* mouse model, which should lead to a depletion of fetal macrophages since *Tnfrsf11a* is expressed by pMacs (Mass et al., 2016) and *Spi1* (also known as *Pu.1*) is required for macrophage differentiation (McKercher et al., 1996; Scott et al., 1994). Indeed, flow cytometry and immunostaining revealed an 80–90% reduction of F4/80^+^/Iba1^+^ cells in fetal livers of *Tnfrsf11a^Cre/+^; Spi1^f/f^* embryos (hereafter referred to as *KO*) compared to littermate controls (*WT*) demonstrating efficient depletion of macrophages (Figure 5A, B). First, we analyzed the absolute cell numbers and the number of CD45^+^ cells per fetal liver, to ensure that our depletion strategy did not have any major off-targets leading to a developmental delay. We did not observe any changes in cell numbers (Figure 5C) or tissue architecture (Figure 5D). Erythroblast maturation is characterized by changes in CD71 and Ter119 expression, allowing us to determine their developmental sequence within six subsets (from S0 to S5) (Fraser et al., 2007; Pop et al., 2010). The final maturation step of enucleation to produce a functional erythrocyte depends on EI macrophages (Palis, 2014). Indeed, Giemsa staining of blood smear samples from *KO* embryos showed a reduction of enucleated erythrocytes compared to controls (Figure 5E). However, the maturation of erythroblasts in the liver was not altered (Figure 5F). These results suggest that our newly developed mouse model efficiently targets fetal liver macrophages at E14.5, leading to a delayed erythrocyte enucleation, consistent with the function of EI macrophages.

**Figure 5.**
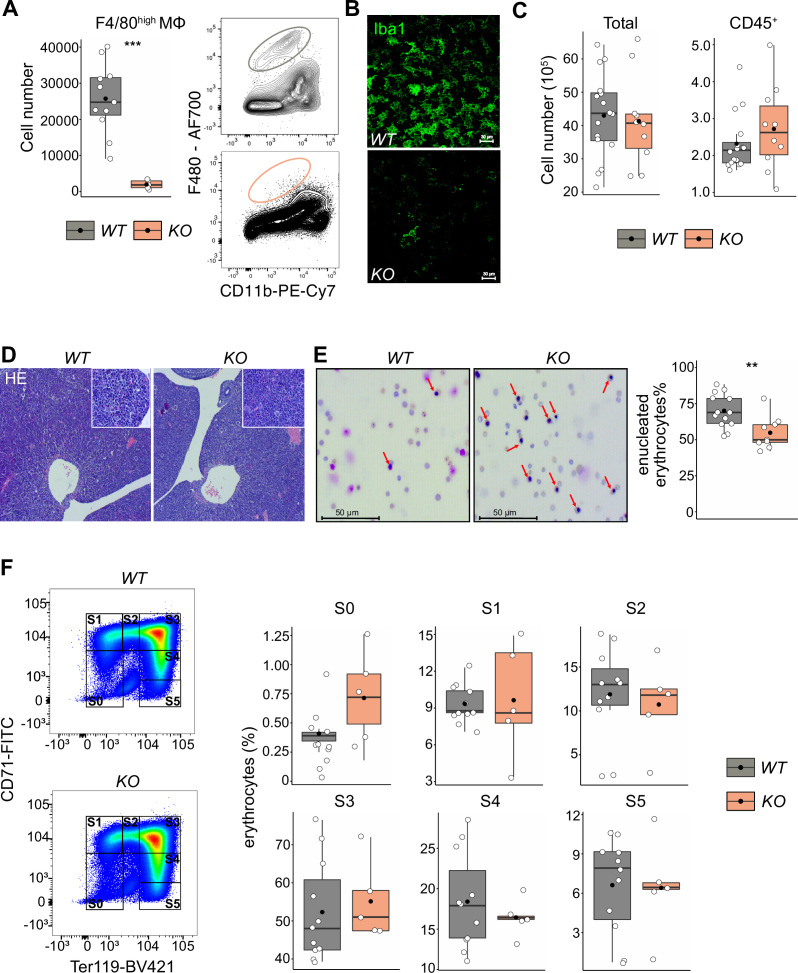
The effect of macrophage depletion on erythropoiesis. (**A**) Quantification of F4/80^+^ macrophage cells in the E14.5 fetal liver of *Tnfrsf11a^+/+^; Spi1^f/f^* (*WT*) and *Tnfrsf11a^Cre/+^; Spi1^f/f^* (*KO*) embryos using flow cytometry. *n* = 16 for *WT*, *n* = 10 for *KO*. (**B**) Immunofluorescent staining of macrophages using Iba1 antibody in E14.5 livers. Representative for *n* = 3. Scale bar represents 30 µm. (**C**) Quantification of single live and CD45^+^ cells in the E14.5 fetal liver of *WT* and *KO* knockout embryos using flow cytometry. *n* = 11 for *WT*, *n* = 5 for *KO*. (**D**) Hematoxylin and eosin stain (HE) of *WT* and *KO* fetal livers at E14.5. Representative for *n* = 5. Overviews were taken with a ×5 objective, insets with a ×20 objective. (**E**) On the left: representative pictures of blood smear using May–Grünwald–Giemsa staining. Arrows indicate nucleated erythroblasts. On the right; the percentage of enucleated erythrocytes in the blood of *WT* and *KO* embryos at E14.5. *n* = 13 for *WT* and *n* = 9 for *KO*. (**F**) On the left: representative gating strategy to capture differentiation stages of erythrocytes. On the right: comparison of the erythrocyte’s percentages in each of the differentiation stages between *WT* and *KO* embryos at E14.5. *n* = 11 for *WT* and *n* = 5 for *KO*. All statistical tests comparing *WT* and *KO* embryos: ***p < 0.001, **p < 0.01, Wilcoxon test. Figure 5—source data 1.Quantified cell numbers of knockout and wildtype E14.5 embryos for Figure 5.

### Depletion of macrophages leads to transcriptional changes in HSCs

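The comparison used 6 KO libraries beside the 4 WT libraries, made in the same way. The KO embryos carry Cre recombinase at the Tnfrsf11a locus and floxed alleles of Spi1, which encodes the transcription factor PU.1. Between 5315435 and 30941726 counts per KO library were assigned to genes, with a median of 16754476, and the totals of the 2 groups did not differ (two-sided exact permutation test, p = 0.362, n = 6 and n = 4). The 16725 genes with at least 11 counts in total over the libraries, 1 reading of the filter given in Methods, were tested here with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and a threshold of 0.1 on the adjusted p. The test of the study, by DESeq2 with a log2 fold-change threshold of 0.1, was run beside it. Spi1 lies on chromosome 2 of GRCm38 from 91082390 to 91115756. Its TMM-normalized counts scaled to library size (CPM) were 45.6, 76.3, 9.10, 101, 65.5 and 65.7 in KO replicates 15405, 15406, 15409, 15411, 15412 and 15415. In WT replicates 15416, 15417, 15418 and 15420 they were 6.22, 33.8, 50.1 and 7.64. The log2 fold change of Spi1, KO against WT, was 1.31 (standard error 0.69), with an adjusted p of 0.337 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted p stayed between 0.174 and 0.909 over the alternatives tried, 0.303 under the settings of the study. A two-sided exact permutation test of the CPM of Spi1 gave p = 0.0905 (n = 6 and n = 4). Spi1 RNA was thus not lower in the KO libraries, and these counts do not separate the genotypes. The paper states in its Discussion that HSCs remain wildtype in this model. Tnfrsf11a, on chromosome 1 of GRCm38 from 105780718 to 105847981, was near the detection limit, with 2.56 ± 1.15 CPM (SD, n = 6) in KO and 2.16 ± 2.44 CPM (SD, n = 4) in WT libraries. Its log2 fold change was 0.26 (standard error 0.73, adjusted p = 0.886 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it changed sign when WT replicate 15416 or 15417 was left out.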

To determine whether the lack of macrophages would impact LT-HSC functionality, we performed bulk RNA-sequencing on sorted LT-HSCs from *KO* embryos and littermate controls at E14.5 (Figure 6—figure supplement 1A). Analysis of differentially expressed genes (DEGs) resulted in 598 upregulated and 555 downregulated genes (Figure 6A, Figure 6—figure supplement 1B, Supplementary file 3). 

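With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 221 genes were higher and 446 lower in KO than in WT LT-HSCs at an adjusted p below 0.1. At an unadjusted p below 0.05, 1438 genes were higher and 1701 lower. The adjusted p-values lay close to the threshold, with a smallest value of 0.0743 over all 16725 genes. With DESeq2 and the log2 fold-change threshold of 0.1 from Methods, 585 genes were higher and 551 lower. Among the fits of all libraries, the largest numbers were 998 higher and 1145 lower, with DESeq2 and no fold-change threshold. The smallest were 0 and 0, after an offset for transcript length (1182 higher and 1223 lower at an unadjusted p below 0.05) and with the expression of Xist as a covariate for the sex of the embryo (857 and 1501). A covariate for the number of genes detected at equal depth, chosen after seeing the data, also left 0 and 0 (950 and 1544). With KO replicate 15405, 15406, 15412 or 15415 or WT replicate 15416 left out, 0 genes passed the threshold, while 1160 to 1303 were higher and 1316 to 1663 lower at an unadjusted p below 0.05. With KO replicate 15411 left out, 1 gene passed (1071 higher and 1402 lower at an unadjusted p below 0.05). With KO replicate 15409 left out, 405 genes were higher and 598 lower. In these fits with 1 library left out, all 667 genes kept their direction, 666 without WT replicate 15420, where the remaining gene was not tested. The 6 KO libraries all lay on one side of the 4 WT libraries for 1064 of 16725 genes (6.36%, against 0.952% by chance), 521 of which were among the 667. Spearman correlations between libraries across 9959 genes were 0.774 to 0.939 within KO, 0.721 to 0.908 within WT and 0.700 to 0.926 between the groups. All 1153 genes listed in Supplementary file 3 were among those tested, and all had the direction listed there and an unadjusted p below 0.05. Of them, 656 passed the adjusted threshold, and 11 genes that did so are not in that file. With the settings of the study, 1136 of the listed genes passed and 0 others did.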

Some of the upregulated genes were well-known transcriptional regulators of hematopoietic specification and stem cell capacity, such as *Gata2* and *Gata3* (Figure 6A, Figure 4—figure supplement 2C). 

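Gata2 lies on chromosome 6 of GRCm38 from 88193891 to 88207032 and encodes a zinc finger transcription factor. It was detected at 57.5 ± 23.6 CPM (SD, n = 6) in KO and 23.7 ± 8.45 CPM (SD, n = 4) in WT libraries. Its log2 fold change was 1.27 (standard error 0.38), with an adjusted p of 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the threshold of 0.1. In 5 of 6 KO libraries Gata2 exceeded the highest WT library, the exception being KO replicate 15409. Its difference in CPM had p = 0.0333 in a two-sided exact permutation test (n = 6 and n = 4), and 0.0500 after adjustment over Gata2, Gata3 and Spi1. Gata3, on chromosome 2 of GRCm38 from 9857078 to 9890034, shares 155 exonic bases with the antisense gene Gm13256, which the counting could not separate by strand. It was detected at 22.3 ± 5.13 CPM (SD, n = 6) in KO and 7.41 ± 5.40 CPM (SD, n = 4) in WT libraries, a log2 fold change of 1.59 (standard error 0.47, adjusted p = 0.109 from the same test). In 6 of 6 KO libraries it exceeded the highest WT library. This gave p = 0.00476 in the exact permutation test, the smallest that 6 against 4 allow, and 0.0143 after the adjustment. The study named Gata2 and Gata3 among its upregulated genes in these same libraries, so these p-values are not independent evidence. The adjustment over Gata2, Gata3 and Spi1 does not account for that choice. Of the 16725 genes tested, 1064 had all KO libraries on one side of all WT libraries, as Gata3 did. With the DESeq2 settings of the study, the Benjamini-Hochberg adjusted p was 0.0660 for Gata2 and 0.0290 for Gata3. Over all alternatives, the adjusted p ranged from 0.0278 to 0.631 for Gata2 and from 0.0111 to 0.476 for Gata3. The largest shift came from the covariate for the number of genes detected, which was chosen after seeing the data. Both genes were higher in KO under each alternative, with log2 fold changes of 0.61 to 1.57 for Gata2 and 1.14 to 2.16 for Gata3. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Gata2 passed the threshold when KO replicate 15409 (adjusted p = 0.0494) or WT replicate 15418 (0.0988) was left out, and Gata3 when WT replicate 15417 was left out (0.0746).

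**Figure D1:**
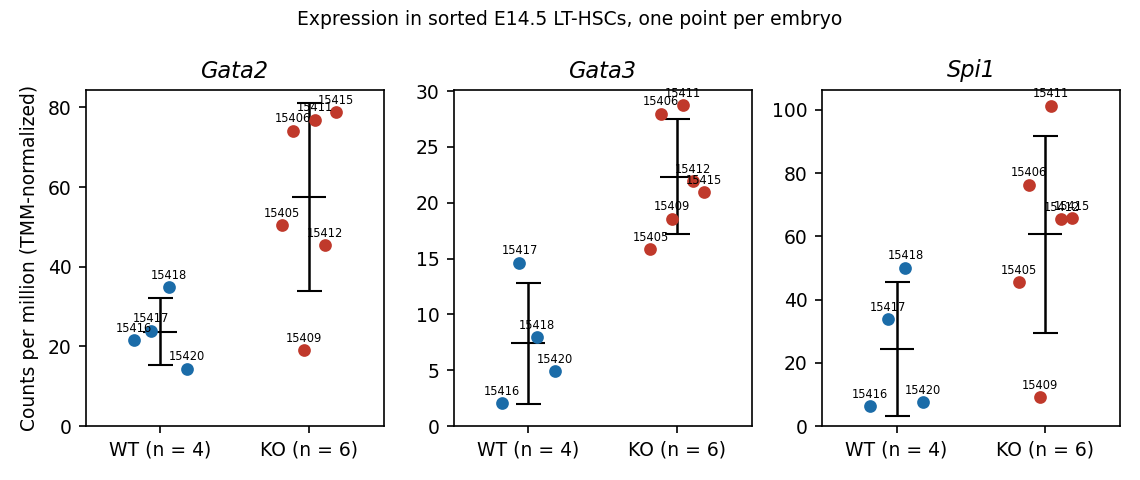
TMM-normalized CPM of Gata2, Gata3 and Spi1 in each KO (n = 6) and WT (n = 4) library. Points are libraries and bars are the mean ± SD of each group; all 6 KO libraries lie above the WT libraries for Gata3, and 5 of 6 do for Gata2.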

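Supplementary file 4 lists the DEGs behind each GO term of Figure 6B, so the lists hold only genes that the study called in these libraries and are not independent evidence. For the terms lower in KO, 137 genes are listed, and all were lower here. Of these, 118 had an adjusted p below 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 136 passed with the DESeq2 settings of the study. Ribonucleoprotein complex biogenesis had 54 listed genes, 48 of which passed, with a median log2 fold change of -0.94. For oxidative phosphorylation, 21 of 24 passed, with a median of -0.78. For establishment of protein localization to organelle, 31 of 37 passed and the median was -0.88. Generation of precursor metabolites and energy had 31 of 36 genes past the threshold (median -0.81), and regulation of cellular amide metabolic process 23 of 27 (median -0.88). The lists of both directions together held 157 genes past the threshold. This number fell to 0 in each of the 6 fits that left out KO replicate 15405, 15406, 15411, 15412 or 15415 or WT replicate 15416, and it was 181 without KO replicate 15409.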

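Whole gene families, which do not depend on the DEGs, were tested with camera, a competitive test of a gene list against all other genes, with Benjamini-Hochberg adjustment over 11 lists. The 82 oxidative phosphorylation genes had a median log2 fold change of -0.60 (adjusted p = 8.62e-31 by camera), and 80 of them were lower in KO. The 90 ribosomal protein genes had a median of -0.41 (adjusted p = 1.29e-13 by camera), and 86 of them were lower. Adjusted over the list alone, 73 oxidative phosphorylation genes and 35 ribosomal protein genes passed 0.1, against 28 and 5 over all genes tested. Camera assumes the same small correlation within every list. With fry, which uses the correlation between the genes in these libraries, the adjusted p was 0.0160 for oxidative phosphorylation and 0.145 for ribosomal protein genes. With the correlation estimated, camera gave 0.315 and 0.400. Genes with short transcripts were lower in KO in general. Across 16571 genes, which are not independent replicates, the log2 fold change rose with transcript length (Spearman's rho 0.243), from a median of -0.32 in the 3315 genes with the shortest transcripts to 0.35 in the 3314 with the longest. Within each library, the correlation of expression relative to the mean of all libraries with transcript length was 0.0616 to 0.213 in KO and -0.191 to -0.103 in WT libraries (two-sided exact permutation test, p = 0.00476, the smallest possible, n = 6 and n = 4). An offset fitted to this trend in each library overshot it slightly, to a Spearman's rho of -0.0600 across the same genes. After it, the genes listed in Supplementary file 4 as lower had a median log2 fold change of -0.65, against -0.89 before it. The median moved to -0.20 for the oxidative phosphorylation list and to 0.06, near 0, for the ribosomal protein list.

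**Figure D2:**
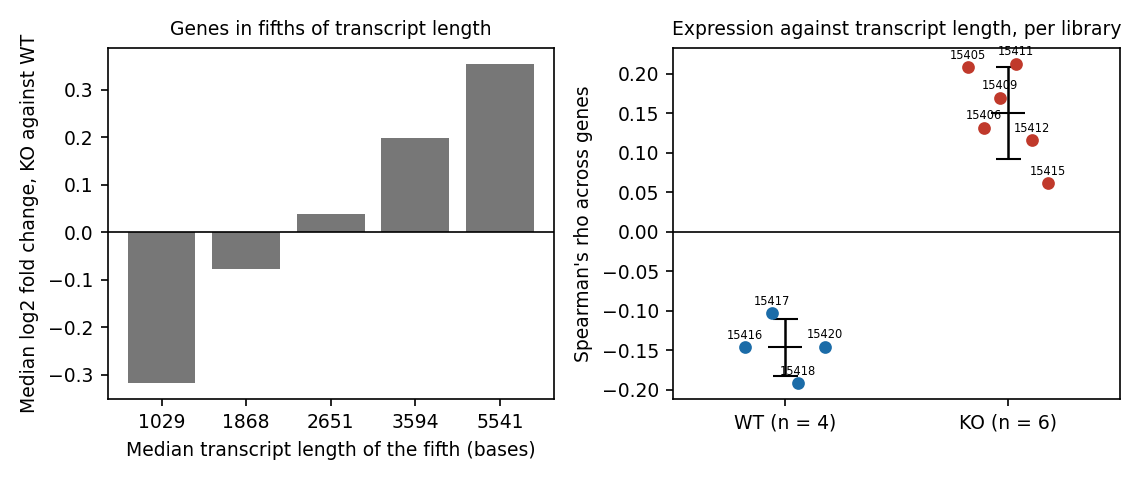
Left, median log2 fold change (KO against WT) in each of 5 groups of genes by mean transcript length, from -0.32 in the shortest to 0.35 in the longest. Right, Spearman's rho across genes between expression relative to the mean of all libraries and transcript length, 1 point per library, above 0 in all 6 KO and below 0 in all 4 WT libraries.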

Examining GO pathways of these DEG revealed signaling mechanisms enriched for metabolic processes, organelle localization and RNA-related processes to be downregulated (Figure 6B, Supplementary file 4). In contrast, genes belonging to the GO terms chromatin organization, myeloid cell differentiation, regulation of hemopoiesis, and mononuclear cell proliferation were upregulated (Figure 6B, Figure 6—figure supplement 1C). These data indicate that the transcriptional program of LT-HSC is regulated by macrophages and, thereby, may impact their proliferative and/or differentiation potential.

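For the terms higher in KO, Supplementary file 4 lists 86 genes, and all were higher here, 39 of them at an adjusted p below 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the DESeq2 settings of the study, all 86 passed. Chromatin organization had 20 of 33 genes past the threshold and a median log2 fold change of 1.12. For myeloid cell differentiation, 11 of 27 genes passed, with a median of 1.53. Regulation of hemopoiesis had 13 of 27 genes past it and a median of 1.59. For mononuclear cell proliferation, the numbers were 6 of 19 genes and 1.65. Mononuclear cell differentiation, shown in Figure 6B as well, had 13 of 30 genes past the threshold and a median of 1.65. These medians count genes with at most 3 counts in every WT library at the lower bound of their change. The median transcript length was 4335 bases for the genes listed as higher and 1405 bases for those listed as lower, against 2651 bases for all genes tested. The median log2 fold change of the 84 genes listed as higher and not at such a bound was 1.44, and 1.27 after the offset for transcript length.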

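The paper reasons from these differences in DEGs and GO terms between KO and WT LT-HSCs that macrophages regulate the transcriptional program of LT-HSCs. It proposes that this may affect the capacity of LT-HSCs to proliferate or differentiate. Its later assays of single LT-HSCs and of serial colonies found neither a defect nor an increase of proliferation in KO. Its colony and transplantation assays found more granulocyte/macrophage colonies and more neutrophils from KO cells. Lists of genes for proliferation and for the stem cell state, fixed before the counts were examined, went in opposite directions. The 24 cell cycle genes had a median log2 fold change of -0.42 (adjusted p = 5.08e-06 by camera, 0.145 by fry), and 22 of them were lower in KO. The 14 stem cell genes, some of them already in Supplementary file 3, had a median of 0.81 (adjusted p = 2.32e-05 by camera, 0.0827 by fry), and 13 of them were higher. Adjusted over the list alone, 6 cell cycle genes and 6 stem cell genes passed 0.1, against 2 and 2 over all genes tested. With the correlation within each list estimated, camera gave adjusted p-values of 0.400 and 0.315. Of 100 splits of the 10 libraries into 6 and 4, the real one included, 15 gave as small a camera p for the cell cycle list and 10 for the stem cell list. In WT replicates 15416 and 15418 the mean log2 CPM of the cell cycle list was 8.25 and 8.26. In WT replicates 15417 and 15420 it was 7.76 and 7.52, within the KO range of 7.36 to 7.91. The stem cell list was at 4.46 in WT replicate 15416, 5.36 to 5.66 in other WT libraries and 5.33 to 6.75 in KO. Both directions held without either of WT replicates 15416 and 15418, which also stood apart in endothelial and globin genes. A different mix of sorted cells was not excluded.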

**Figure 6.**
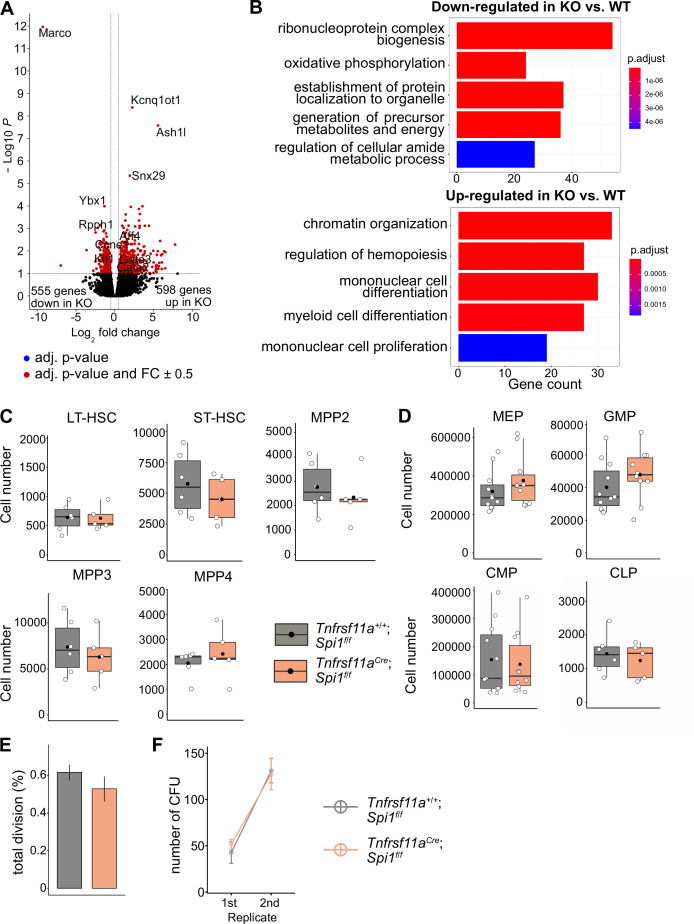
The effect of macrophage depletion on hematopoiesis. (**A**) Volcano plot of differentially expressed genes between CD150^+^ LT-HSCs sorted from *Tnfrsf11a^+/+^; Spi1^f/f^* (*WT, n* = 4) and *Tnfrsf11a^Cre/+^; Spi1^f/f^* (*KO*, *n* = 6) embryos. Blue dots are significant (adjusted p-value <0.1), red dots are significant with a fold-change of ±0.5. (**B**) Gene set enrichment analysis of significant up- and downregulated genes from (**A**) between the control and knockout embryos. (**C**) Quantification of the stem- and progenitor cells from *WT* and *KO* fetal livers at E14.5. LT-HSC: long-term hematopoietic stem cells; ST-HSC: short-term hematopoietic stem cells; MPP: multipotent progenitors. *n* = 6 for *WT* and *n* = 5 for *KO*. (**D**) Quantification of progenitors from *WT* and *KO* fetal livers at E14.5. *n* = 6–10 for *WT* and *n* = 5–10 for *KO*. CLP: common lymphoid progenitor; CMP: common myeloid progenitor; GMP: granulocyte–macrophage progenitor; MEP: megakaryocyte–erythrocyte progenitor. (**E**) Cell proliferation assay. LT-HSCs were harvested from the fetal liver at E14.5 using FACS for performing a single-cell colony assay. *n* = 77 LT-HSCs from *n* = 5 fetal livers for *WT* and *n* = 96 LT-HSCs from *n* = 5 fetal livers for *KO*. (**F**) Serial transfer colony-forming assay showing the number of observed colonies after seeding E14.5 fetal liver cells into media (1st replicate) and re-seeding the cultured colonies (2nd replicate). *n* = 7 for *WT* and *n* = 8 for *KO*. Figure 6—source data 1.Quantified cell numbers of knockout and wildtype E14.5 livers and cells from serial colony-forming unit (CFU) and proliferation assays for Figure 6.

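Of the 11 genes labelled in Figure 6A, 8 had an adjusted p below 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11 did when adjusted over the list alone, and 11 did with the DESeq2 settings of the study. The study chose the labels from these libraries, so the count over the list alone is not independent evidence. The smallest p was that of Kcnq1ot1, a long noncoding RNA on chromosome 7 of GRCm38 from 143203458 to 143296549, at 111 ± 32.6 CPM (SD, n = 6) in KO and 23.0 ± 7.32 CPM (SD, n = 4) in WT libraries (log2 fold change 2.27, standard error 0.30, adjusted p = 0.0743). Its adjusted p ranged from 3.48e-10 to 0.276 over the alternatives, and its log2 fold change from 0.88 after the offset for transcript length to 2.90. Ash1l, on chromosome 3 of GRCm38 from 88950622 to 89079375, was at 80.7 ± 12.3 CPM (SD, n = 6) in KO and 30.6 ± 5.33 CPM (SD, n = 4) in WT libraries (log2 fold change 1.40, standard error 0.20, adjusted p = 0.0798). Ybx1, on chromosome 4 of GRCm38 from 119277981 to 119294604, was at 324 ± 78.2 CPM (SD, n = 6) in KO and 807 ± 77.7 CPM (SD, n = 4) in WT libraries (log2 fold change -1.32, standard error 0.19, adjusted p = 0.0798). Marco, on chromosome 1 of GRCm38 from 120474538 to 120505024, had 0 counts in all 6 KO libraries and 6.88 ± 4.99 CPM (SD, n = 4) in WT libraries, at least 33.2-fold lower in KO when each KO library is set to 3 counts. The log2 fold changes of the other genes higher in KO were 1.95 for Snx29 and 1.29 for Aff4. For the other genes lower in KO they were -1.45 for Ccne1, -1.99 for Klf1, which stayed above the threshold (adjusted p = 0.101), and -2.19 for Rpph1. Rpph1 is uncertain, since it shares 73.0% of its exonic bases with Ccnb1ip1. The genes with the smallest p and no overlap between the groups also included, among those not labelled in the figure, Il12rb2 and Sbno2 as higher and Pola2, Cox17 and Psmd10 as lower. Il12rb2 was at least 18.6-fold higher in KO, but shares 40.0% of its exonic bases with Serbp1 on the other strand. The log2 fold changes of Sbno2, Pola2, Cox17 and Psmd10 were 1.42, -1.34, -1.22 and -1.11. None of the genes named in this paragraph that passed the threshold did so in each fit that left out 1 library, and each of them kept its direction.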

**Figure 6—figure supplement 1.**
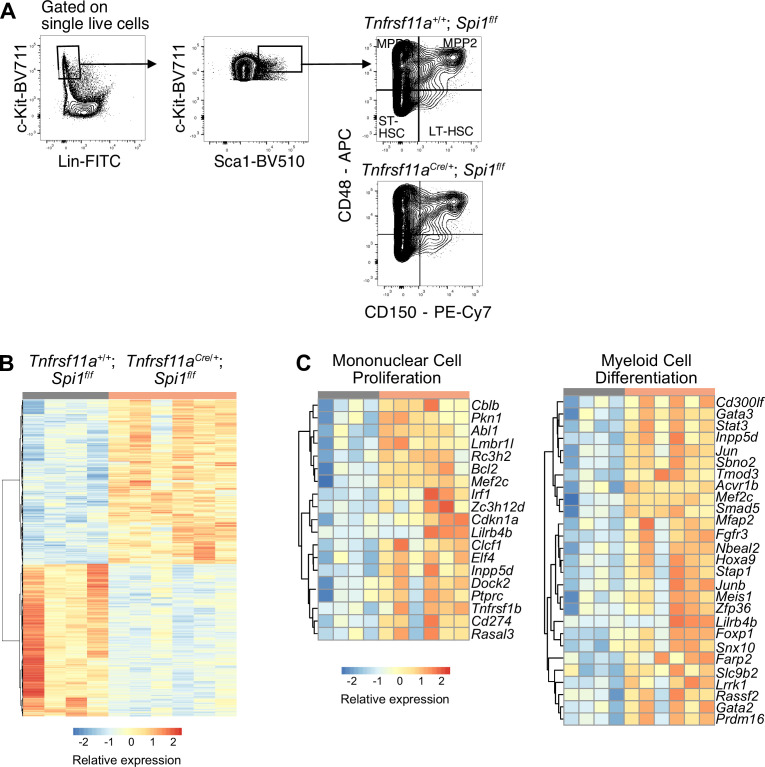
Bulk RNA-sequencing and analysis of long-term hematopoietic stem cell (LT-HSC). (**A**) Gating strategy for sorting LT-HSC from *Tnfrsf11a^+/+^; Spi1^f/f^* and *Tnfrsf11a^Cre^; Spi1^f/f^* fetal livers at E14.5 for RNA-sequencing. (**B**) Heatmap of all differentially expressed genes between LT-HSCs from *Tnfrsf11a^+/+^; Spi1^f/f^* and *Tnfrsf11a^Cre^; Spi1^f/f^* at E14.5 with adjusted p-value <0.1. (**C**) Heatmap of genes belonging to the GO terms ‘mononuclear cell proliferation’ and ‘myeloid cell differentiation’.

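The heatmaps of Figure 6—figure supplement 1C show 43 different genes, and all 43 were higher in KO LT-HSCs. Of the 19 genes under mononuclear cell proliferation, 6 had an adjusted p below 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as did 11 of the 27 under myeloid cell differentiation. Adjusted over the list alone, all 43 passed, which is not independent evidence because the study selected the genes on the same libraries. Apart from Lilrb4b, the smallest change was a log2 fold change of 0.65 for Smad5 and the largest was 4.38 for Clcf1, at 6.90 ± 4.62 CPM (SD, n = 6) in KO and 0.314 ± 0.420 CPM (SD, n = 4) in WT libraries. Lilrb4b, with at most 1 count in a WT library, was at least 11.2-fold higher in KO. Among the stem cell and lineage regulators shown, Hoxa9 was at 44.1 ± 22.2 CPM (SD, n = 6) in KO and 10.3 ± 5.57 CPM (SD, n = 4) in WT libraries (log2 fold change 2.09, standard error 0.53, adjusted p = 0.0836). Mef2c, under both terms, was at 201 ± 21.4 CPM (SD, n = 6) in KO and 94.0 ± 30.4 CPM (SD, n = 4) in WT libraries (log2 fold change 1.10, standard error 0.23, adjusted p = 0.0824). In 15 of the 43 genes, every KO library lay above every WT library.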

### Depletion of macrophages does not change stem and progenitor cell numbers

To assess LT-HSC maintenance, retention and proliferation in the fetal liver, we first performed flow-cytometry experiments to quantify stem and progenitor cell numbers (gating strategy, Figure 7—figure supplement 1A). Quantification of LT-HSCs, short-term (ST)-HSCs, MPP2, MPP3, and MPP4 did not reveal any significant differences between *KO* and littermate controls at E14.5 (Figure 6C). Further downstream progenitors, such as the common lymphoid progenitor, common myeloid progenitor, megakaryocyte–erythroid progenitor, and granulocyte–macrophage progenitor (GMP), were not significantly altered in cell numbers, albeit there was a tendency for increased GMP numbers in *KO* livers (Figure 6D). To address the proliferation capacity of HSCs, we sorted single LT-HSCs from *KO* and littermate controls and monitored their proliferation 48 hr later (Figure 6E). Furthermore, we performed serial colony-forming unit (CFU) assays to study the long-term self-renewal ability (Figure 6F). In both assays, *KO* stem cells showed no defects or increase in proliferation compared to littermate controls (Figure 6E, F). These results suggest that a reduction of macrophages in the HSC niche at E14.5 does not modify stem and progenitor cell numbers or lead to a dysregulated proliferation capacity of LT-HSCs.

### Macrophages control HSC differentiation potential

Next, we addressed the differentiation behavior of HSCs in vivo and in vitro. Using flow cytometry, we focused on myeloid cells since genes important for myeloid cell differentiation were upregulated (Figure 6B, Figure 6—figure supplement 1C). First, we assessed the relative proportions of macrophages, monocytes, and neutrophils in *KO* and littermate controls at E14.5 (Figure 7A), indicating that the loss of macrophages leads to a relative expansion of both neutrophils and monocytes. An unbiased clustering of cells using UMAP indicated a reduction of F4/80^+^ macrophage clusters A–C, but not of cluster D (Figure 7B), which again underlines the fact that these F4/80^+^Ter119^+^ events represent cell doublets or erythroblasts with attached macrophage cell remnants. Quantification of total numbers showed that macrophage subclusters A–C were significantly reduced in *KO* livers (Figure 7C).

**Figure 7.**
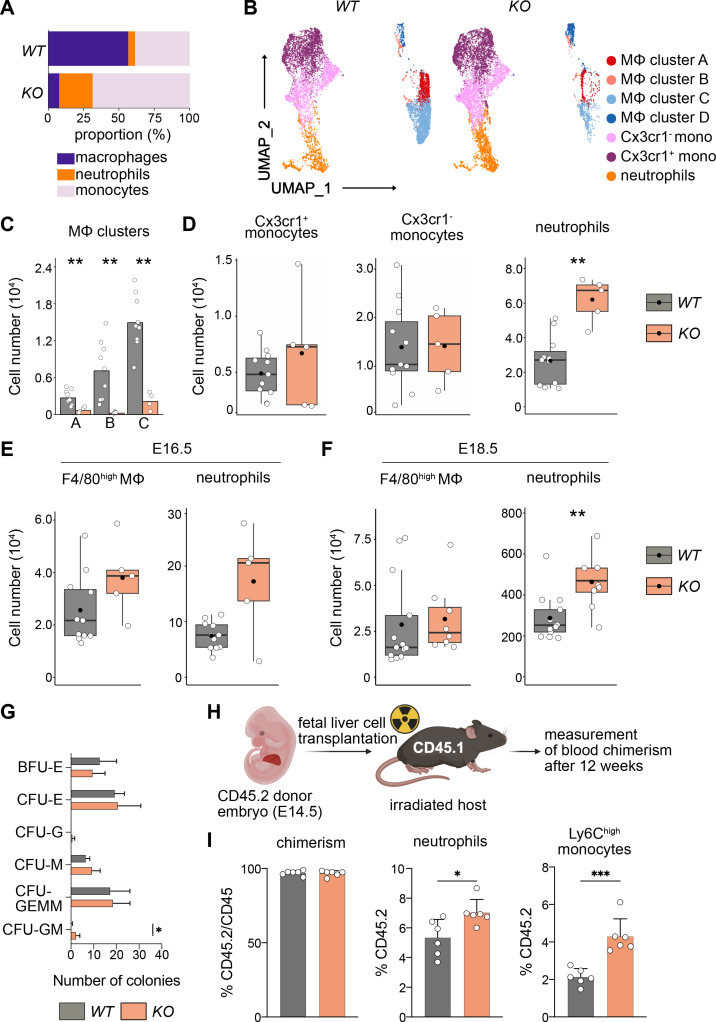
Macrophage depletion shifts hematopoiesis toward the granulocyte–macrophage progenitor (GMP) lineage. (**A**) Relative proportions of myeloid cells cells isolated from *Tnfrsf11a^+/+^; Spi1^f/f^* (*WT*) and *Tnfrsf11a^Cre/+^; Spi1^f/f^* (*KO*) fetal livers at E14.5. Average of *n* = 11 for *WT* and *n* = 5 for *KO*. (**B**) Flow-cytometry analysis of CD11b^low/+^ cells isolated from *WT* and *KO* fetal livers at E14.5. Cell surface marker expression was used to generate unbiased clusters using UMAP, which were subsequently used for a gating strategy to quantify respective macrophage (Mϕ), monocyte, and neutrophil populations. (**C**) Quantification of Mϕ subclusters from *WT* and *KO* fetal livers at E14.5. *n* = 10 for *WT* and *n* = 4 for *KO*. (**D**) Quantification of monocytes (Cx3cr1^+^ and Cx3cr1^−^) and neutrophils from *WT* and *KO* fetal livers at E14.5. *n* = 11 for *WT* and *n* = 5 for *KO.* Quantification of F4/80 Mϕ and neutrophils from *WT* and *KO* fetal livers at E16.5, *n* = 11 for *WT* and *n* = 5 for *KO* (**E**) and at E18.5, *n* = 13 for *WT* and *n* = 8 for *KO* (**F**). (**G**) Colony-forming unit assay from *WT* and *KO* fetal livers at E14.5. *n* = 4 for *WT* and *n* = 5 for *KO*. BFU: burst-forming erythroid, E: erythroid; G: granulocyte; GEMM; granulocyte, erythroid, macrophage, megakaryocyte; GM granulocyte, macrophage; M: macrophage. (**H**) Scheme of transplantation experimental setup. (**I**) Quantification of CD45.2 chimerism and % of neutrophils and Ly6C^high^ monocytes in the blood of hosts 12 weeks after *WT* or *KO* fetal liver cells were transplanted. *n* = 6 for *WT* and *KO*. Wilcoxon test was performed comparing *WT* and *KO* cell number in (**C**), two-way analysis of variance (ANOVA) test was performed for the CFU assay in (**G**), unpaired Student’s *t*-test was performed for adoptive transfer experiment in (I). ***p < 0.001, **p < 0.01, and *p < 0.05. Figure 7—source data 1.Quantified cell numbers of knockout and wildtype livers and cells from colony-forming unit (CFU) and adoptive transfer assays for Figure 7.

**Figure 7—figure supplement 1.**
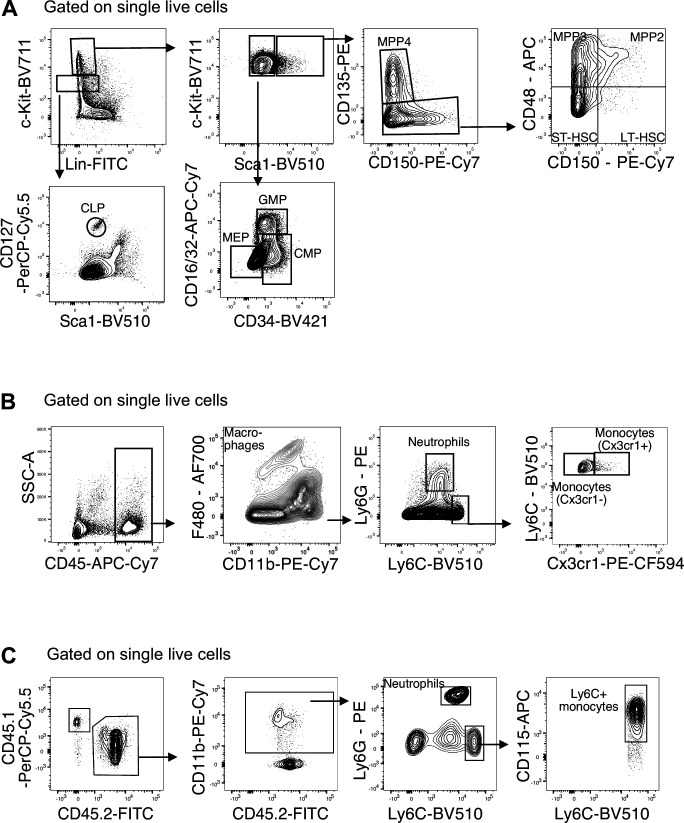
Gating strategies for flow-cytometry data. (**A**) Gating strategy for quantification of stem and progenitor cells in fetal livers at E14.5. CLP: common lymphoid progenitor; CMP: common myeloid progenitor; GMP: granulocyte–macrophage progenitor; LT-HSC: long-term hematopoietic stem cells; MEP: megakaryocyte–erythrocyte progenitor; MPP: multipotent progenitors; ST-HSC: short-term hematopoietic stem cells. (**B**) Gating strategy for quantification of myeloid cells in fetal livers at E14.5. (**C**) Gating strategy for quantification of CD45.1/CD45.2 chimerism after adoptive transfer.

In addition to a Ly6G^+^ neutrophil cluster in the UMAP, we detected two Ly6C^+^ monocyte clusters that were distinguished by their Cx3cr1 expression (Figure 7B). Using a gating strategy to detect these myeloid cell types (Figure 7—figure supplement 1B), we observed a significant increase of Ly6G^+^ cells in *KO* livers compared to littermate controls while the number of monocytes was not altered (Figure 7D). Intriguingly, neutrophils numbers remained high in *KO* livers throughout embryonic development compared to littermates, albeit the empty macrophage niche was replenished by E16.5 and remained stable at E18.5 (Figure 7E, F). To test whether the change in differentiation potential of *KO* HSCs is cell autonomous, we first performed a CFU-C assay. While the total number of colonies was similar in both genotypes, the number of CFU-granulocyte/macrophage (GM) was increased (Figure 7G). To test the hypothesis of a cell-autonomous effect in vivo, we made use of an adoptive transfer model where we transplanted either *KO* or *WT* fetal liver cells into lethally irradiated CD45.1 hosts (Figure 7H). The chimerism was almost at 100% CD45.2 after 12 weeks indicating that HSCs of the fetal liver have completely taken over hematopoiesis of the adult host. Similar to results observed in the developing embryo and CFU assays, *KO* HSCs produced significantly more neutrophils compared to littermate control HSCs (Figure 7I). As neutrophils originate from GMPs, which also give rise to monocytes and which are slightly increased in the E14.5 liver (Figure 6D), we additionally quantified Ly6C^high^ monocytes in the blood of the host. Similarly to Ly6G^+^ neutrophils, monocytes were significantly increased in numbers in hosts harboring HSCs from KO fetal livers (Figure 7I). Together with the results from the RNA-seq analyses, our data indicate that the lack of fetal liver macrophages causes a reprogramming of LT-HSCs, leading to their preferential differentiation toward the GMP-dependent lineage in vitro and in vivo.

## Discussion

We have shown that liver macrophages at E14.5 are heterogenous and that they play an active role in the niche of CD150^+^ LT-HSCs. While most macrophages serve purely as EI macrophages, being only surrounded by Ter119^+^ erythroblasts and promoting erythroblast maturation, a subset of macrophages directly interacts with other cells, such as c-Kit^+^ and CD150^+^ stem and progenitor cells. Being part of the HSCs niche, macrophages seem to specifically control the production of neutrophils, likely via paracrine factors that imprint the tissue environment on LT-HSCs, thereby enabling a tight balance of hematopoietic cell numbers. The increased monocyte production originating from transplanted *KO* HSCs suggests that the presence of macrophages may contribute specifically to the differentiation trajectory from LT-HSCs toward GMPs. The unchanged numbers of monocytes in the developing embryo are likely due to the requirement of fetal monocytes to quickly differentiate into macrophages that replenish the empty niche. Using various fate-mapping models, we could exclude any contribution of definitive HSCs to the fetal liver macrophage pool. Finally, we provide a simple gating strategy with commonly available antibodies that allow the identification of macrophage subpopulations and the discrimination from cell doublets.

CODEX analyses indicate that CD150^+^ LT-HSCs are preferentially found in close proximity to CD169^+^ macrophages. CD169, also known as sialoadhesin, is a cell adhesion protein that has been described as an EI macrophage marker in the bone marrow and the fetal liver (Chow et al., 2013; Chow et al., 2011; Li et al., 2019; Seu et al., 2017), albeit with varying expression patterns (Seu et al., 2017). In line with this, our flow-cytometry and in situ immunofluorescent CODEX analysis of the fetal liver indicates that the majority of macrophages express CD169, with few macrophages that are CD169-negative and small in size but that express high levels of F4/80, Tim4, and Vcam1, and can thus be considered *bona fide* macrophages (cluster A). CD169 has been further defined as essential for erythropoiesis by promoting erythroblast maturation in the bone marrow (Chow et al., 2013). Intriguingly, CD169 is not required to bind erythroblasts, as shown by studies using specific inhibitors (Morris et al., 1991; Morris et al., 1988), but instead accumulates in contact zones between macrophages and immature granulocytes (Crocker et al., 1990). However, these studies, as many others analyzing EI macrophages, were performed after flushing the bone marrow. Thus, an ultrastructural characterization of the fetal liver in situ may be helpful in addressing whether CD169 forms clusters in the plasma membrane, which may be a direct interaction zone between CD169^+^ macrophages and LT-HSCs. However, since CD150^+^ LT-HSCs also interacted with CD169^−^ macrophages, the tethering mechanism may rely on another surface receptor altogether.

Recent studies have addressed the role of fetal macrophages in the development of HSPCs. Work in zebrafish shows a homing and retention mechanism controlled by macrophages (Li et al., 2018; Theodore et al., 2017). Li et al. describe a Vcam1^+^ macrophage-like cell population that interacts with HSPCs and serves as a permissive signal for HSPC entry into the embryonic caudal hematopoietic tissue (CHT) niche (Li et al., 2018). Yet, our work does not support an essential role of macrophages for LT-HSC homing or retention to the fetal liver since numbers of LT-HSC are not affected in *Tnfrsf11a^Cre/+^; Spi1^f/f^* embryos. Work in mouse embryos indicates that CD206^+^ macrophages in the AGM contribute to intra-aortic HSC generation and maturation (Mariani et al., 2019). Furthermore, macrophages have been suggested to promote HSC/MPP proliferation in the fetal liver (Gao et al., 2022). However, due to the lack of genetic mouse models targeting only yolk sac-derived macrophages and not the definitive wave of hematopoiesis, these studies relied on macrophage depletion via clodronate liposomes and the Csf1r inhibitor BLZ945 (Gao et al., 2022; Mariani et al., 2019). Thus, the long-term impact of these substances on the proliferation capacity of HSCs or other niche cells that promote HSC development cannot be excluded. Indeed, our model, in which we target pMacs very efficiently using the *Tnfrsf11a^Cre^* mouse model (Mass et al., 2016), leading to an almost complete depletion of macrophages while HSCs remain wildtype, we do not observe any defects in the proliferation and expansion of HSCs arguing for an unspecific off-target effect of clodronate and BLZ945.

During steady-state adulthood, macrophages have been shown to control neutrophil numbers through the clearance of apoptotic neutrophils and via the G-CSF/IL-17/IL-23 cytokine axis, which promotes granulopoiesis (Gordy et al., 2011; Hong et al., 2012; Stark et al., 2005). The reduction of macrophage populations in the bone marrow and spleen observed in *Lyz2^Cre^; Cflar^f/f^* mice led to neutrophilia during steady state, which was attributed to the defect in efferocytosis of apoptotic neutrophils (Gordy et al., 2011). Furthermore, the *Lyz2^Cre^; Cflar^f/f^* model is also defined by an increase of inflammatory monocytes in the blood and spleen, indicating an alteration of myeloid progenitors leading to increased numbers of neutrophils and monocytes, likely driven by increased levels of G-CSF (Gordy et al., 2011). In contrast, the maintenance and longevity of neutrophils during embryogenesis are less well understood. Yet, published work suggests a different life span of fetal and adult neutrophils, with the E14.5 fetal liver harboring only a few apoptotic cells (Liu et al., 2010) in comparison to the adult spleen analyzed in *Lyz2^Cre^; Cflar^f/f^* mice and littermate controls (Gordy et al., 2011). Indeed, circulating neutrophils at E16.5 can be fate-mapped to an E8.5 yolk sac progenitor (Gomez Perdiguero et al., 2015), and during embryogenesis, there is rather a massive increase of neutrophils between E14.5 and E16.5 (Freyer et al., 2021) (and own data, not shown) instead of the steady-state turnover observed in adult mice. Thus, increased numbers of neutrophils in the fetal liver of *Tnfrsf11a^Cre/+^; Spi1^f/f^* embryos are unlikely caused by an increase of apoptotic neutrophils not being phagocytosed by macrophages.

Our RNA-seq data instead indicate that there is a transcriptional change in LT-HSCs when macrophages are lacking, supporting the hypothesis that fetal liver macrophages provide not only a niche for erythroblasts but also for LT-HSCs. In LT-HSC from *Tnfrsf11a^Cre/+^; Spi1^f/f^* fetal livers *Gata2* and *Gata3* were upregulated compared to littermate controls. Previous studies have shown the importance of *Gata2* and *Gata3* transcription factors in hematopoiesis (Alsayegh et al., 2019). GATA2 serves as a regulator of genes controlling the proliferative capacity of early hematopoietic cells during embryogenesis (Tsai et al., 1994; Tsai and Orkin, 1997) and the GMP cell fate (Rodrigues et al., 2008). Here, gene dosage is also crucial for HSC functionality since *Gata2* heterozygote (*Gata2^+/−^*) mice displayed reduced GMP numbers in the bone marrow and serial replating CFU assays of *Gata2^+/−^* bone marrow produced less GMPs compared to controls +/−. Furthermore, a study in GATA2-deficient human embryonic stem cells could show that GATA2 is required for the production of granulocytes (Huang et al., 2015). These data highlight the conserved function of *Gata2* in regulating HSC functionality on different levels, including their differentiation into granulocytes. Similar to Gata2, Gata3 can also regulate HSC maintenance and differentiation. Different studies of fetal and adult HSCs demonstrated that Gata3 is required for maintaining the self-renewing capacity of HSCs (Fitch et al., 2012; Frelin et al., 2013; Ku et al., 2012) and that expression of Gata3 is tightly regulating LT-HSCs to either self-renew or differentiate (Frelin et al., 2013). We could not observe an impact of *Gata2/Gata3* upregulation on LT-HSC numbers or their proliferation/serial replating capacity, suggesting a different mechanism in fetal livers. However, dysregulation of *Gata2* and/or *Gata3* expression may cause increasing numbers of GMPs and significantly more neutrophils in the fetal liver observed in *Tnfrsf11a^Cre/+^; Spi1^f/f^* embryos. Whether the proliferation and differentiation trajectories of fetal liver HSPCs are regulated by similar transcriptional networks as has been published for adult bone marrow remains to be investigated. Furthermore, using CD150 as an LT-HSC marker in the fetal liver may not exclude other MPPs, which have not been as systematically analyzed for the expression of surface markers and differential potential as the MPPs in the adult bone marrow (Pietras et al., 2015; Sommerkamp et al., 2021).Thus, to define the fetal LT-HSC niche in more detail, it will be important to examine whether macrophage-derived signals can control the expression and/or activity of Gata2 and Gata3 or other transcription factors that are known to control HSCs stem-cell ness and differentiation.

A study in zebrafish supports the notion of macrophage–HSC crosstalk requirement during development, uncovering a ‘grooming’ mechanism of embryonic macrophages that had a long-lasting impact on adult stem cells: HSPCs in the CHT often completed a cell division shortly after macrophage interactions and lack of CHT macrophages led to a decreased HSPC clonality in the adult marrow (Wattrus et al., 2022). Interestingly, their data suggest that HSPC proliferation in the CHT is mediated through extracellular signal-regulated kinase/mitogen-activated protein kinase (ERK/MAPK) activity, which is controlled by macrophage-derived Il1b (Wattrus et al., 2022). Indeed, the scRNA-seq macrophage cluster 2 is specifically expressing Il1b and could have a similar effect on a subset of LT-HSCs in the mouse fetal liver. Therefore, dissecting the macrophage-derived ligands and their effect on HSPC populations on a single-cell level will shed light on the crosstalk mechanisms in mouse fetal livers in the future.

Defining factors that control the HSC niche is essential to support efforts for an in vitro expansion and targeted differentiation of HSCs. Only a few studies have focused on macrophages as HSC niche cells so far, as they are primarily viewed as interacting cells of erythroblasts in both the fetal liver and the adult bone marrow. Here, we show that macrophages provide a niche for LT-HSCs in the fetal liver, and that macrophage deficiency leads to changes in the LT-HSC transcriptional program and their differentiation capacity. Likely, not only the immediate interaction but also macrophage-derived cytokines and growth factors affect processes, such as fate decisions and stem-cell ness. Our results provide a starting point to study the impact of macrophage-derived signals on LT-HSC functionality during embryogenesis and adulthood.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Commercial assay or kit	CODEX conjugation kit	Akoya Biosciences	7000008	
Commercial assay or kit	CODEX staining kit	Akoya Biosciences	7000009	
Commercial assay or kit	CODEX Buffer	Akoya Biosciences	7000001	
Chemical compound, drug	BS3 fixative	Thermo Fisher Scientific	21580	
Chemical compound, drug	CollagenaseD	Sigma-Aldrich	11088882001	
Chemical compound, drug	DAPI (4′,6-diamidino-2-phenylindole, dilactate)	BioLegend	422801	1:10,000
Chemical compound, drug	DNase	Sigma-Aldrich	DN25-1G	
Chemical compound, drug	DRAQ7	BioLegend	424001	1:1000
Chemical compound, drug	Fetal calf serum	Bio&Sell	FBS. S 0615HI	
Chemical compound, drug	Giemsa solution	Merck	109204	
Chemical compound, drug	May–Grünwald solution	Merck	101424	
Chemical compound, drug	MethoCult	StemCell Technologies	3434	
Chemical compound, drug	Normal Goat Serum	VWR	ICNA 08642921	
Chemical compound, drug	Paraformaldehyde (PFA)	Thermo Fisher Scientific	11586711	
Chemical compound, drug	Progesterone	Sigma-Aldrich	P3972-5G	
Chemical compound, drug	QIAzol Lysis Reagent	QIAGEN	79306	
Chemical compound, drug	Rat serum	Bio-Rad	C13SD	
Chemical compound, drug	Roswell Park Memorial Institute medium (Seahorse XF RPMI medium)	Agilent Technologies	103576-100	
Chemical compound, drug	Tamoxifen	Sigma-Aldrich	T5648	
Chemical compound, drug	Weise buffer tablet	Merck	109468	
Software	CODEX instrument manager	Akoya Biosciences		
Software	CODEX Processor	Akoya Biosciences		
Software	CODEX MAV	Akoya Biosciences		
Software	QuPath	Bankhead et al., 2017		
Software	ImageJ	Schindelin et al., 2012		
Software	FlowJo	BD	v.10.8.1	

### Experimental mice

All mice were maintained on a C57BL/6 background and housed in SPF conditions. Animal procedures were performed in adherence to our project license 2018.A056 issued by the ‘Landesamt für Natur, Umwelt und Verbraucherschutz’ (LANUV). Whenever possible, The ARRIVE guidelines 2.0 were followed (The ARRIVE Essential 10, https://arriveguidelines.org/arrive-guidelines). *Tnfrsf11a^Cre/+^; Spi1^f/+^* males were crossed to *Spi1^f/f^* females to generate embryos lacking macrophages. *Tnfrsf11a^Cre/+^, Ms4a3^Cre/+^,* and *Cxcr4^CreERT/+^* mice were crossed to the *Rosa26^YFP^* strain to generate embryos suitable for the fate-mapping. Adult mice were mated overnight to obtain embryos. To fate-map HSCs, *Cxcr4^CreERT^; Rosa26^YFP^* embryos were pulsed using 4-hydroxytamoxifen injection (75 mg/kg) at embryonic day (E)10.5. To prevent tamoxifen-related abortions, progesterone (37.5 mg/kg) was injected simultaneously with tamoxifen into the mice. The female was examined for vaginal plug formation the next day and the embryos were considered to be E0.5.

### In vivo engraftment of fetal liver cells

Donor mice were with *Ly5.2* (CD45.2) congenic background. *Spi1^f/f^* females were mated overnight with *Tnfrsf11a^Cre/+^; Spi1^f/+^* males and embryonic development was estimated considering the day of vaginal plug formation as 0.5 days post-coitum (E0.5). E14.5 embryos were harvested and kept on ice in PBS while being genotyped for *Spi1* and *Tnfrsf11a* loci. Fetal livers from *Spi1^f/f^* and *Tnfrsf11a^Cre/+^; Spi1^f/^*^f^ were then isolated, homogenized, incubated at 37°C for 20 min in 300 μl digestion mix (1.5% fetal calf serum (FCS), 1  mg/ml collagenase D, and 100 U/ml DNase I), filtered through a 100-μm strainer and resuspended in PBS to achieve a single-cell suspension at a concentration of 10^7^ cells/ml. 10^6^ total fetal liver cells were injected into lethally irradiated (10 Gray) *Ly5.1* (CD45.1) mice through the orbital vein 8 hr after irradiation. Engraftment was quantified 12 weeks after transplantation by flow cytometric analysis of the blood.

### Cryosection and whole-mount immunostaining

Pregnant mice were sacrificed through cervical dislocation. Embryos at E14.5 were harvested and stored in cold 1× Dulbecco’s phosphate-buffered saline (DPBS w/o Ca and Mg, PAN-Biotech) and dissected under a Leica M80 microscope. Fetal livers were harvested and fixed in 1% paraformaldehyde overnight at 4°C for immunofluorescence staining. Fixed lobes were washed three times for 10 min with DPBS, incubated in 30% sucrose. The fixed lobes were dehydrated using increasing methanol (Fisher Scientific) gradient diluted in DPBS. Samples were incubated with primary antibodies (AB) (Supplementary file 5) overnight at 4°C in 0.4% PBT (DPBS with 0.4% Triton X-100). Afterward, the samples were washed three times for 10 min in washing buffer DPBS with 0.2% Triton X-100, 3% NaCl (Grüssing) at room temperature. The same procedure was repeated using the secondary antibodies (Supplementary file 5) and, if needed, using the directly conjugated antibodies a third time. samples were cleared in benzyl-alcohol benzyl-benzoate (BABB 1:2 proportion). Fetal liver lobes were placed for 30 min in 50% BABB, followed by incubation in 100% BABB for 30 min to obtain transparent tissues. The samples were placed in a cavity slide (Brand) filled with BABB. A round cover glass was carefully placed on the tissue and sealed using nail polish. The samples were 3D visualized using LSM 880 Zeiss confocal microscope with a ×63 (oil) objective.

### Volumetric imaging and analysis

Fetal livers were harvested from E14.5 embryos as described above and fixed overnight at 4°C in Fix/Perm buffer at a dilution of 1:4 (BD Bioscience). Liver lobules were incubated for 20 min at 37°C in HistoReveal (Abcam) diluted 1:1 with phosphate-buffered saline (PBS) and then washed in PBS. Samples were incubated overnight in a permeabilization solution (PBS, 0.1% Triton-X, 0.1 M glycine, 5% bovine serum albumin (BSA), 5% goat serum) at room temperature and then stained overnight in staining buffer (PBS, 0.1% Triton-X, 1% BSA) at room temperature as follows: DAPI (1:10,000 dilution; Thermo Fisher), Alexa Fluor 555 rabbit anti-mouse Iba1 (1:200 dilution; Cell Signaling, #36618), CD150 unconjugated (1:100 dilution; Invitrogen, clone 9D1). After washing three times in wash buffer (PBS, 0.1% Triton-X), a further overnight incubation was performed in staining buffer at 4°C with the following staining: Alexa Fluor 647 fab fragment goat anti-rat IgG (Jackson ImmunoResearch, #112-607-003). After further washing, the tissue was optically cleared in Ce3D (BioLegend; #427702) for 1 hr and mounted for immediate microscopy. Deep multiplex imaging of optically cleared liver tissues was performed with a Zeiss LSM 880 NLO confocal microscope and a ‘Plan-Apochromat’ objective (×20) with an NA of 1.0. Imaging was performed in tiles at a zoom of 3.0 in stacks of 150–200 µm with a step size of 0.5 µm. After stitching (Imaris Stitcher, Bitplane), a pixel classifier (Ilastik) was trained for semantic segmentation of nucleated, Iba1^+^ or CD150^+^ cells, which was then used for cellular segmentation using the IMARIS volume segmentation pipeline (IMARIS 10.0, Bitplane). Analysis of the spatial relationships of Iba1^+^ and CD150^+^ was performed using the IMARIS module Vantage, to automatically extract the distances between the cells and the mutual attraction and repulsion effects (Gomariz et al., 2018).

#### Co-detection by indexing

5 µm slices of fetal liver from E14.5 wildtype embryos were prepared and used for CODEX staining following the manufacturer’s instructions. Briefly, sections were retrieved from the freezer, let dry on drierite beads, and fixed for 10 min in ice-cold acetone (Sigma-Aldrich, St. Louis, MO, USA). After fixation, samples were rehydrated and photobleached twice as described in Du et al., 2019. Following photobleaching, sections were blocked and stained with a 20-plex CODEX antibody panel (Supplementary file 5 and Supplementary file 6) overnight at 4°C. After staining, samples were washed, fixed with ice-cold methanol, washed with 1× PBS, and fixed for 20 min with BS3 fixative (Sigma-Aldrich, St. Louis, MO, USA). A final washing step with 1× PBS was performed.

A multicycle CODEX experiment was performed following the manufacturer’s instructions. Images were acquired with a Zeiss Axio Observer widefield fluorescence microscope using a ×20 objective (NA 0.85) and z-spacing of 1.5 µm. The 405, 488, 568, and 647 nm channels were used. After imaging, raw files were exported using the CODEX Instrument Manager (Akoya Biosciences, Marlborough, MA, USA) and processed with CODEX Processor v1.7 (Akoya Biosciences). Image processing included background subtraction using the DAPI signals of the first and last empty cycles of the acquisition, deconvolution, shading correction, and stitching. For cell segmentation, DAPI counterstain was used for object detection, whereas sodium-potassium ATPase antibody staining was used as a membrane marker for delineating the cell shape.

A manual cell classification was performed in CODEX MAV 1.5 (Akoya Biosciences). Annotation of the macrophage clusters was done using the same gating strategy as in flow cytometry, with the difference that F4/80^+^CD11b^+^ cells were not gated but F4/80^+^ Iba1^+^ cells. HSCs were gated as CD150^+^ c-Kit^+^ cells, erythrocytes as CD45^−^Ter119^+^ cells, and blood vessels as CD45^−^CD31^+^SMA^+^ cells. After cell classification, Voronoi diagrams were generated in CODEX MAV using the four macrophage clusters, blood vessels, and HSCs as seeds.

### Spatial analyses and determination of cellular neighborhoods with CODEX images

Log Odd Ratio analysis for spatial interactions was performed in CODEX MAV. For this, after cell classification, the four macrophage populations, HSCs, and blood vessels were selected. The selected minimum and maximum distances of interaction were 5 and 50 µm, respectively.

For cellular neighborhood analyses, the .csv files generated with CODEX MAV were exported to CytoMAP (Stoltzfus et al., 2020) and the same cell classification was used to annotate the cells. A raster scan with a radius of 50 µm was performed to spatially segment the image. To define the cellular neighborhoods based on local composition, an SOM clustering algorithm was used, considering only the macrophage populations. Heatmaps were generated to determine the cell composition of each neighborhood. To measure the distances between macrophage clusters and erythrocytes, images were exported to QuPath v0.3 and cells were detected using DAPI signals. Single object classifiers for each marker were trained, and these were used to generate composite classifiers to identify macrophage populations, erythrocytes, and HSCs as before. The distance between the cells of each macrophage cluster and their closest erythrocyte was measured and plotted.

To validate the proximity of macrophage clusters to HSCs, images were exported to QuPath v0.3, cells were segmented, and HSCs were identified, as described above. A circle with a fixed radius of 50 µm was drawn and centered on 20 randomly selected HSCs. Next, the same composite classifiers to identify macrophage clusters were applied to the annotated circles, and the number of cells of each macrophage cluster within the defined radius was counted.

To determine the percentage of CD41^+^/CD150^+^ cells, three independent sections were analyzed using CODEX MAV 1.5. First, CD150^+^ objects were manually gated. Subsequently, from this gate, CD41^+^ were gated as well, to quantify double positive objects. Single- and double-positive objects were plotted.

To quantify the colocalization of paired macrophage markers, the same representative area of a section was selected and the raw images of each marker were uploaded to ImageJ and analyzed using the JACoP plugin, as described before (Bolte and Cordelières, 2006).

### CFU assay

CFU assays were performed according to the Mouse ‘Colony-Forming Unit’ (CFU) Assays Using ‘MethoCult’ GF M3434 protocol (StemCell Technologies) (STEMCELL). Briefly, a fetal liver lobe was collected in fluorescence cell sorting (FACS) buffer (1× DPBS with 2% 100 mM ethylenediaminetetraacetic acid (Sigma-Aldrich), 0.5% BSA) and digested using digestion solution (1% DNase (Sigma-Aldrich), 1% collagenase D (Sigma-Aldrich), 3% FCS (Bio&Sell), 1× DPBS). The samples were mechanically disrupted and incubated for 30 min at 37°C. Following the digestion, the whole volume was transferred in an FACS tube and centrifuged for 5 min at 400 × *g*, 4°C. The supernatant was discarded, and the pellet was resuspended in 1 ml sterile Roswell Park Memorial Institute medium (RPMI, supplemented with 10% FCS, 1% penicillin–streptomycin, 1% D-glutamate, 1% pyruvate). 3 × ^5^ live cells were taken from the suspension and filled up to 1 ml with RPMI to achieve a 3 × 10^5^ cells/ml concentration. 1.5 ml MethoCult aliquots (StemCell Technologies) were thawed at room temperature and vortexed vigorously. The cell suspension was added to the MethoCult in a way to achieve 3 × 10^4^ cells/ml concentration. 1 ml MethoCult mixed with the cell suspension was slowly taken up using a pipette and then transferred to a 35-mm cell culture dish (VWR). The cell culture dish was cautiously tilted until it was covered with medium and was put inside the incubator. After 12 days of cell culture, colonies were first identified by their phenotype, that is their size, shape, and density were analyzed based on representative pictures shown in the CFU assay protocol by STEMCELL Technologies. Subsequently, colonies were picked and identification was validated by the May–Grünwald–Giemsa staining (Merck) of the colonies. Prior to the staining, the colonies were picked up using a 10-μl pipet under Leica M80 microscope and collected into microtubes containing 10 μl FACS buffer. The collected colonies were transferred on slides using cytospin funnels (Hettich), centrifuged at 800 RPM by a cytospin centrifuge (Hettich) for 10 min. After the centrifuge the slides were air-dried and fixed using cold methanol.

### Flow-cytometry sample preparation and data acquisition

Pregnant mice were sacrificed through cervical dislocation at E14.5. The fetal liver, brain, and lung were harvested from the embryos of the *Tnfrsf11a^Cre^; Spi1^flox/+^*. The collected tissues were digested for 20 min at 37°C in a digestion solution. The cell suspensions were centrifuged and the supernatants were removed. The pellets were resuspended in 50 μl blocking solution (2% rat serum) for 10 min incubation on ice. The volume of each sample of the *Tnfrsf11a^Cre^; Spi1^flox/+^* model was measured to obtain the total cell number. The samples were stained with primary antibodies for 25 min (Supplementary file 5). Afterward, the samples were washed by adding 100 μl FACS to the suspension and centrifuge at 400 × *g* for 5 min at 4°C. The same procedure was repeated for the secondary antibodies. Finally, the cells were stained with Hoechst live/dead staining (1:10,000) before flow-cytometry and recorded using a FACSymphony (BD Biosciences) cytometer.

The same procedure was also done with harvested fetal livers from wildtype embryos at E14.5. These samples were stained with primary and secondary antibodies designated to investigate the heterogeneity of macrophages (Supplementary file 5). The cells were stained with DRAQ7 live/dead staining (1:1000) before flow-cytometry and recorded using a FACSymphony cytometer.

### Analysis of flow-cytometry data for quantification of cells

Flow-cytometry data analysis was performed using FlowJo Software v.10.8.1 Becton, Dickinson, and Company. The count of each cell type was recorded and plotted using R (v. 4.0.5) and the ggplot2 (v. 3.3.5) and ggpubr (v. 0.4.0) (Wickham, 2016, Kassambara, 2020).

### Analysis of flow-cytometry data for heterogeneity of macrophages

The CD11b^+^ F4/80^+^ cells were gated (Figure 1—figure supplement 1A) and downsampled using downsample plug-in (v.3.3.1) in Flowjo. The downsampled population was imported and analyzed in R (https://www.r-project.org/ v. 4.0.5). The importing and processing of data were done using the CATALYST package (v. 1.18.1) (Crowell et al., 2020), which was installed through the Bioconductor package (v 3.14). The visualization of data was done using the UMAP algorithm (McInnes et al., 2018), and the clustering of data was done using FlowSOM (Van Gassen et al., 2015) clustering and ConsensusClusterPlus metaclustering (Wilkerson and Hayes, 2010). The resulting clusters were manually inspected for expression of different markers and clusters of interests were subset and merged if necessary to form final clusters that would represent the macrophages and their heterogeneity.

### Cell sorting of HSCs and macrophages for RNA-sequencing

Pregnant mice were sacrificed through cervical dislocation at embryonic day E14.5. The fetal liver was collected from *Tnfrsf11a^Cre/+^; Spi1^f/f^* and wildtype mouse models’ embryos. The collected tissues were digested for 20 min at 37°C in a digestion solution. The cell suspensions were centrifuged and the supernatants were removed. The pellets were resuspended in 50 μl blocking solution (2% rat serum) for 10 min incubation on ice. The samples were washed and stained for 25 min. At the end of incubation, the samples were washed and centrifuged at 400 × *g* for 5 min at 4°C. Finally, the pellet was resuspended in FACS buffer. The cells were stained with DAPI live/dead staining in a final dilution 1:10,000 before flow-cytometry analysis using BD FACS ARIA III. ~700–1200 LT-HSCs were sorted according to the gating strategy (Figure 6—figure supplement 1) into microtubes containing 500 μl of Qiazol lysis buffer while the CD11b^low/+^ F4/80^+^ cells (Figure 1—figure supplement 1) were sorted into microtubes containing 100 μl of FACS buffer. The cells were used for loading the arrays in the next steps for single-cell RNA-sequencing.

### Bulk RNA-sequencing and analysis

Ten samples in total (four controls and six knockouts) were analyzed for the bulk RNA-sequencing. Total RNA was extracted using the miRNeasy micro kit (QIAGEN) and quantified via RNA assay on a tape station 4200 system (Agilent). 5 ng total RNA was used as an input for library generation via SmartSeq 2 (SS2) RNA library production protocol as previously described (Picelli et al., 2014). Pre-amplification polymerase chain reaction (PCR) was performed with 16 cycles for samples. Libraries were quantified using the Qubit HS dsDNA assay (Invitrogen), and fragment size distribution was analyzed via D1000 assay on a tape station 4200 system (Agilent). SS2 libraries were sequenced single-end with 75 cycles on a NextSeq2000 system using P3 chemistry (Illumina). Samples were demultiplexed and fastq files were generated using bcl2fastq2 v2.20 before alignment and quantification using Kallisto v0.44.0 based on the Gencode (mm10, GRCm38) vM16 (Ensembl 91) reference genomes. Sequencing results from the experiments were pseudoaligned using the Kallisto tool set. The counts were imported into R and analyzed using the DEseq2 package (Love et al., 2014). The genes with less than 11 counts in all samples were removed. The counts were transformed using the variance Stabilizing Transformation (VST) function of the DEseq2 pipeline. The knockout samples were compared to the control samples during the analysis, and genes were ranked on the differential expression (log fold-change (LFC) threshold of 0.1, adjusted p-value Benjamini-Hochberg (BH) <0.1). The ranked gene list was divided into down- and upregulated genes (Logfold2change >0.5 and <−0.5) and used for GO analysis using the clusterProfiler package (Yu et al., 2012). The DEGs were visualized using volcano plot using Enhancedvolcano package (Blighe et al., 2019).

### Single-cell RNA-sequencing

Seq-Well arrays were prepared as described by Gierahn et al., 2017. Seq-Well libraries were generated as described by Gierahn et al., 2017, Hughes et al., 2020. The cDNA libraries (1 ng) were tagmented with home-made single-loaded Tn5 transposase in TAPS–DMF buffer (50 mM TAPS–NaOH (pH 8.5), 25 mM MgCl_2_, 50% DMF in H_2_O) for 10 min at 55°C and the tagmented products were cleaned with the MinElute PCR kit following the manufacturer’s instructions. Finally, a master mix was prepared (2X NEBNext High Fidelity PCR Master Mix, 10 μM barcoded index primer, 10 μM P5-SMART-PCR primer) and added to the samples to attach the Illumina indices to the tagmented products in a PCR reaction (72°C for 5 min, 98°C for 30 s, 15 cycles of 98°C for 10 s, 63°C for 30 s, 72°C for 1 min). The pools were cleaned with 0.6× volumetric ratio AMPure XP beads. The final library quality was assessed using a High Sensitivity DNA5000 assay on a Tapestation 4200 (Agilent) and quantified using the Qubit high-sensitivity dsDNA assay. Seq-Well libraries were equimolarly pooled and clustered at 1.4 pM concentration with 10% PhiX using High Output v2.5 chemistry on a NextSeq500 system. Sequencing was performed paired-end using custom Drop-Seq Read 1 primer for 21 cycles, 8 cycles for the i7 index, and 61 cycles for Read 2. Single-cell data were demultiplexed using bcl2fastq2 (v2.20). Fastq files from Seq-Well were loaded into a snakemake-based data pre-processing pipeline (version 0.31, available at https://github.com/Hoohm/dropSeqPipe, copy archived at Roelli, 2023) that relies on the Drop-seq tools provided by the McCarroll lab (Macosko et al., 2015). STAR alignment within the pipeline was performed using the murine GENCODE reference genome and transcriptome mm10 release vM16.

### Analysis of single-cell RNA-sequencing

The single-cell RNA was analyzed using the scanpy package (v.1.8.1) (Wolf et al., 2018) in python (v.3.4.1) (Van Rossum and Drake, 1995). The cells were pre-processed and filtered by checking for cells expressing less than 200 genes in less than three cells. After the filtration, cells were processed further and clustered using the Leiden algorithm (Traag et al., 2019). The clusters were investigated using their DEGs. The DEG lists were identified using Wilcoxon-Signed-Rank Test by comparing each cluster to the rest of the clusters. The selection of the clusters of interest was done in an iterative way. Three clustering steps were performed in total to subset the cells. Briefly, the first round of clustering was done in a none-stringent manner and the resulted groups were monitored for their DEGs and were assigned to certain cell types that they resembled most. Based on the DEGs the clusters 1, 4, 5, and 9 were containing macrophages while the other groups were representing other cell types and states. This selection was assured further by exploring the expression of a set of pMac markers among the selected clusters. Clusters that could contain macrophages were subset for a second round of clustering. The subset cells were processed and clustered for a second time to have more homogenous cells regarding cell types. Again, the clusters were subjected to another round of selection using two different sets of signature markers for genes that are expressed in macrophages. The selected clusters in the second round were subset and the cells were processed for a final round of clustering resulting in distinguishable clusters of macrophage cells and their precursors from the rest. The finals clusters were analyzed and the DEGs for the were extracted A psuedotime analysis using the PAGA method (Wolf et al., 2019) was later performed to analyze the trajectory of these groups.

### Correlation matrix

To make a correlation between the single-cell RNA-seq data and the flow-cytometry data, the clusters of interest from both of the datasets were extracted. The expression values of mutual markers between them were scaled and normalized for each of the two datasets. The correlation between the two datasets was calculated using spearman’s rank correlation coefficient and results were visualized using the pheatmap package (Kolde and Kolde, 2015) in R.

### Ligand–receptor analysis

CellTalk database information (Shao et al., 2021) was download and the ligands list were explored among the expressed genes of the five final macrophage clusters and the ligands that were expressed were selected (208 ligands). A GO analysis using ClusterProfiler package was done on the selected ligand’s genes. Terms that were associated with the hematopoiesis were selected and the genes belonging to these terms were extracted. Genes with a minimum of five counts (single-cell data) among the three final macrophage clusters were chosen (100 ligands). Their corresponding receptors were taken from the CellTalk database. The expression of those receptors was explored in the bulk RNA-seq data from control LT-HSCs and the receptors that had more than average of 40 counts were selected. The ligand and receptor interactions were visualized using a circular plot using circlize package (Gu et al., 2014).

## Data Availability

RNA-seq data from bulk and single-cell experiments are available under GEO accession number GSE225444. Source data for CODEX pictures (raw .tiff files) and analyses are available as pyramidal file at Dryad (https://doi.org/10.5061/dryad.fn2z34v00). Due to size restrictions, the original CODEX .czi files could not be uploaded, but will be made available without restrictions after contacting the corresponding author. The following datasets were generated: MassE 2024Source Data Kayvanjoo et al. CODEX of fetal livers at E14.5Dryad Digital Repository10.5061/dryad.fn2z34v00 KayvanjooAM NCBI Gene Expression OmnibusGSE2254442023Fetal liver macrophages contribute to the hematopoietic stem cell niche by controlling granulopoiesi10.7554/eLife.86493PMC1100642138526524

How the deposited data were processed for this re-analysis (not part of the article)

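The data are bulk RNA-seq libraries of LT-HSCs sorted from E14.5 fetal livers, 6 from KO (Tnfrsf11aCre/+; Spi1f/f) and 4 from WT (Tnfrsf11a+/+; Spi1f/f) embryos, the numbers of embryos given in the legend of Figure 6A. The authors made the libraries by SmartSeq2, sequenced them as single-end reads and quantified transcripts of Gencode vM16 (GRCm38) with Kallisto. For each library they deposited a table of transcripts with estimated counts, not normalized, and TPM, values scaled for effective length by Kallisto that sum to the same total in each library. The authors also deposited 1 table of genes, in which estimated counts were summed over the transcripts of each gene symbol and rounded to whole numbers, without division by depth or length and without a filter on low counts. How transcripts were assigned to symbols is not named in the paper's text. Sums of the transcript estimates by symbol were within 1 count of 97.5% of the values in the gene table. The TPM values were not used here.

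The gene table holds 17404 genes, 50 of them with 0 counts in every library. Gene positions, transcript lengths and GC content were taken from Gencode vM21, a later release on the same genome build, since vM16 was not at hand. Of the symbols, 16942 matched directly, 287 through a synonym in RefSeq and 13 as mitochondrially encoded genes. Transcript length and GC content, averaged over the transcripts of a gene, were known for 16571 of the 16725 genes tested (99.1%). The depth per library was 5315435 to 30941726 counts on genes in KO and 7633446 to 18256010 in WT. The reads carry no molecular identifiers, so limits based on counts cover counting error only. A gene with at most 3 counts in every library of a group was set to 3 counts there, and its fold change is given as a lower bound.

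Genes with at least 11 counts in total were compared between KO and WT with edgeR 4.0.16 in R 4.3.3, by glmQLFit with robust estimation and glmQLFTest after TMM normalization. Genes with a Benjamini-Hochberg adjusted p below 0.1 are counted as higher or lower. The threshold on the adjusted p is that of the study. Its filter, less than 11 counts in all samples, was read here as a total, and read as at least 11 counts in 1 library in an alternative. The study's own test is DESeq2 with a log2 fold-change threshold of 0.1; DESeq2 1.42.0 was run with those settings as an alternative. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Gata2, Gata3 and Spi1 were also compared by two-sided exact permutation tests of TMM-normalized CPM over the 210 splits of the libraries into 6 and 4. Gene lists were tested with camera (inter-gene correlation 0.01) and fry, from limma 3.58.1 through edgeR, with adjustment over 11 lists at a threshold of 0.05. The 11 lists are macrophage markers, erythroblast genes, granule and neutrophil genes, megakaryocyte genes, hepatoblast genes, immediate early and dissociation genes, stem cell genes, cell cycle genes, ribosomal protein genes, oxidative phosphorylation genes and mitochondrially encoded genes. Several immediate early and stem cell genes were known from Supplementary file 3 when the lists were written. It was also known that the study's lower genes include short ribosomal and mitochondrial genes. Sex-linked genes were read from the transcript tables to describe the libraries, and Xist was also used as a covariate (below). A list of 12 endothelial genes was written after the counts of Kdr, Lyve1 and Mrc1 had been seen. Receptors were the names legible in Figure 2D, and their mean deposited count over the WT libraries was set against 40. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6.

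The lists, the rule for the genes named in the text and the alternatives were set before the data were examined, apart from those said to be later. The genes named are Gata2, Gata3, Spi1 and Tnfrsf11a, the genes labelled in Figure 6A or shown in Figure 6—figure supplement 1C, the receptors of Figure 2D, the members of the lists and the 5 genes with the smallest p in each direction among those past the threshold whose KO and WT libraries do not overlap. Other genes are named only where the text says so or where they overlap a named gene.

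The alternatives were DESeq2 with and without the fold-change threshold, edgeR's glmTreat, DESeq2's size factors or upper-quartile normalization in place of TMM, filterByExpr, a filter at 1 count or at 11 counts in 1 library, estimation without the robust option, the log2 CPM of Xist as a covariate for the sex of the embryo, loess offsets (span 0.3) on transcript length or GC content, sums of the transcript estimates with offsets for average transcript length, an adjusted p below 0.05, an added limit of 0.5 on the log2 fold change, and each library left out in turn. For lists, fry and an estimated correlation were added. For receptors, the median, every WT library, DESeq2-normalized counts and each WT library left out were tried. Chosen after seeing the data were counts thinned to the smallest library, the number of genes detected at equal depth as a covariate, a length offset fitted without the genes of the lists, and fry after the length offset. The covariates were also shuffled among the libraries of each group 50 times. Of the 210 splits of the libraries into 6 and 4, 100 were drawn with a fixed seed, the real one included. The same splits were fitted after the length offset, with thinned counts, with the Xist covariate and with the DESeq2 settings of the study. In addition, 40 sets of counts were simulated with the length trend alone and as many with an effect of Xist alone, genes drawn independently with the spread within the groups.

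The tests were tested on simulated data. Counts were drawn from the means and library sizes of the genes tested in the real libraries, with 200 genes changed by 2 on the log2 scale. The quasi-likelihood test, on the 16341 simulated genes that passed its filter, recovered 141 of them, and 13 of its 154 calls (8.44%) were unchanged genes. DESeq2 with the threshold, with adjusted p-values for 16184 simulated genes, recovered 171, and 76 of its 247 calls (30.8%) were unchanged genes. With no gene changed, the quasi-likelihood test made 0 calls, and DESeq2 was not run. Each simulated set was drawn once, with the spread estimated by edgeR, and only genes with enough counts were changed. The percentages above thus do not give the share of unchanged genes among the DEGs of the study. A simulated length bias that followed the groups, tested on 16326 genes, gave 3079 calls without and 0 with the length offset. This bias was stronger than the real trend (Spearman's rho 0.717 against 0.243), so it tests the offset and not how many calls the real trend makes. The macrophage scRNA-seq, imaging and flow cytometry data of the paper were not analysed here.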

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

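For each of 82 sets of values within the KO or WT libraries (library measures, list means and single genes), the gap between the most extreme library and its nearest neighbour was compared with the range of the group. In 10 sets 1 library stood apart, where chance gives about 4.10, so some of these are likely chance. The list of endothelial genes (median log2 ratio -4.24, below) and the test of the number of genes detected in WT replicate 15416 were chosen only after the low counts of Kdr, Lyve1 and Mrc1 were seen, and the splits and simulations with the Xist covariate only after its fit was seen.

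WT replicate 15416 was far below the other WT libraries in genes of endothelial cells. Its log2 CPM was 5.68 for Kdr (nearest WT library 9.03), 3.41 for Lyve1 (9.64) and 1.85 for Mrc1 (7.99), and its mean over 12 endothelial genes was 3.76 (8.11). Seen from the other side, 9 of the 10 libraries, KO and WT, had over 100 CPM of the sinusoidal gene Stab2, a signal that the paper does not report. Stab2 was at 6.07 CPM in WT replicate 15416 and at 271 to 2118 CPM in the others. Oit3 was at 4.93 CPM against a median of 894 CPM, and Stab1 at 35.9 against 563 CPM. All 12 genes were lowest in this library, with a median log2 ratio of -4.24 to the median of the others. No gene of the list is in another list or in Supplementary file 3, and Egfl7 was still at 179 CPM, Pecam1 at 65.9 CPM and Emcn at 53.0 CPM in WT replicate 15416. How many of the 12 genes LT-HSCs themselves express cannot be read from these libraries. Poorer capture of molecules in this library is argued against by its 14457 genes detected at equal depth, within the range of 13761 to 15272 in the others. Endothelial cells or their RNA in the other 9 sorted samples are a candidate explanation, for which the values needed are there. LT-HSCs that express these genes, with a different sorted population in WT replicate 15416, remain open and were not tested. Kdr, Lyve1 and Mrc1 did not differ between KO and WT (adjusted p = 0.866, 0.974 and 0.928 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but the high count of Kdr among the receptors of Fig. 2D rests on libraries with this signal. Other receptors also varied widely among the WT libraries, such as Npr1 (72 to 2589 counts), Plxnd1 (111 to 4100) and Nrp1 (402 to 3195). Whether their counts too rest on this signal was not tested. Without WT replicate 15416, 0 genes passed an adjusted p of 0.1 between KO and WT (1264 higher and 1316 lower at an unadjusted p below 0.05).

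In WT replicate 15418, globin genes took 23.5% of the counts (nearest WT library 2.44%) and the 10 most abundant genes 26.5% (6.61%). In KO replicate 15415 globin genes took 12.4%. TMM gave this WT library the smallest factor, 0.741, and without it 209 genes were higher and 401 lower in KO. The abundant genes of WT replicate 15418 thus do not account for the number of genes past the threshold. Without KO replicate 15415, 0 genes passed (1303 higher and 1663 lower at an unadjusted p below 0.05). The same held without KO replicate 15405 or 15406, where globin genes took 0.373% and 0.296%, so that fit does not single out globin. RNA from erythroblasts is a candidate source of the globin counts. The list of their genes holds globin genes and Klf1, which the study labels in Fig. 6A. The median log2 fold change of the 14 erythroblast genes was -1.39 with all libraries (adjusted p = 0.00319 by camera) and 0.85 without WT replicate 15418 (adjusted p = 0.878), with a range of 3.78e-07 to 0.878 over all alternatives. Of 100 splits of the libraries, 53 gave as small a p for this list, so chance is enough to account for its difference between KO and WT. No biological explanation was tested, since the design gives none for a single library.

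The other libraries that stood apart did so in 1 or 2 measures each. KO replicate 15415 had 4.42% of transcript counts on retained introns (nearest KO library 5.21%). KO replicate 15412 had a mean log2 CPM of 3.54 over the macrophage markers (2.47), with Cd5l at 22.1 CPM and Adgre1 at 11.8 CPM. KO replicate 15409 had the lowest log2 CPM among the KO libraries of Spi1, 3.26 (5.53), and of Snx29, 2.91 (3.69). Without KO replicate 15409, 405 genes were higher and 598 lower. No explanation was tested for these values.

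Transcripts of Y-linked genes, which are not in the gene table and which the paper does not report, were above 100 CPM in 4 of the 6 KO libraries (replicates 15405, 15411, 15412 and 15415) and at most 18.4 CPM in the others. Xist was at 106 to 149 CPM in the WT libraries and at 361 and 346 CPM in KO replicates 15406 and 15409. A different share of male embryos in the groups is a candidate explanation for genes that differ. With the log2 CPM of Xist as a covariate, 2358 genes had an unadjusted p below 0.05 between KO and WT, and 3 of 100 splits of the libraries, the real one included, gave as many (median of the others 685), which argues against sex as the whole source of that number. No gene passed an adjusted p of 0.1 in that fit (smallest adjusted p = 0.276 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 857 higher and 1501 lower at an unadjusted p below 0.05), up to 37 genes did in other splits, and none did in 42 of 50 fits with the values of Xist shuffled within the groups, so the loss by itself says little about sex. Of the 667 genes past the threshold without the covariate, 99.9% kept an unadjusted p below 0.05 in the same direction. In 40 simulations with an effect of Xist and none of genotype, genes drawn independently, at most 2 genes passed the threshold. In them, 39.9 to 49.9% of as many genes of smallest p kept theirs. Since so few simulated genes passed, their p-values were weaker at the start, which alone can lower this percentage. Genes drawn independently also leave out an effect of sex shared between genes, so the simulations do not decide the question. Whether sex is the whole source of the genes past the threshold stays open, and so does a part for sex in single genes.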

How the results depend on the processing

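The thinned counts, the covariate for genes detected, the length offset fitted without the list genes and fry after the length offset were chosen after seeing the data. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named, and those of lists from camera. Where no cause follows from the alternative's construction, the cause was not tested.

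Against 221 genes higher and 446 lower in KO, DESeq2 with the settings of the study gave 585 higher and 551 lower, which raised the share of higher genes from 33.1% to 51.5%. DESeq2 without the fold-change threshold gave 998 higher and 1145 lower, and glmTreat, which asks for a larger change, 132 higher and 301 lower. With counts thinned to the smallest library, and so with less depth, the numbers were 117 higher and 298 lower. They were 0 and 0 with the Xist covariate (857 higher and 1501 lower at an unadjusted p below 0.05), the length offset (1182 higher and 1223 lower) and the covariate for genes detected (950 higher and 1544 lower), and also at an adjusted p below 0.05 (1438 higher and 1701 lower). Across the 10 fits that each left out 1 library, from 0 to 405 genes were higher and from 0 to 598 lower. The numbers were 0 without KO replicate 15405, 15406, 15412 or 15415 or WT replicate 15416, 1 and 0 without KO replicate 15411 and highest without KO replicate 15409. Normalization by DESeq2's size factors or by upper quartiles, the filters, the offset for GC content, the transcript sums and the fit without the robust option gave 185 to 326 higher and 316 to 646 lower genes. The numbers for the GO terms of Fig. 6B ran from 0 to 181 genes past the threshold when 1 library was left out, with 0 without KO replicate 15405, 15406, 15411, 15412 or 15415 or WT replicate 15416.

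Gata2 and Gata3 stayed higher in every fit and passed the adjusted p of 0.1 in some. For Gata2 the adjusted p was 0.0660 with DESeq2 and 0.0278 without its fold-change threshold, 0.0985 with filterByExpr, which tests fewer genes, 0.0842 with the GC offset, and 0.0494 to 0.240 with 1 library left out (lowest without KO replicate 15409), against a range of 0.0278 to 0.631 over all alternatives. For Gata3 the same settings gave 0.0290, 0.0111, 0.0913, 0.0956 and 0.0746 to 0.230 (lowest without WT replicate 15417), against 0.0111 to 0.476. Spi1 kept its direction and stayed above the threshold throughout. Tnfrsf11a, with few counts, was lower in KO with thinned counts (adjusted p = 0.978) and without WT replicate 15416 or 15417, with 0.276 to 0.999 across the fits that left out 1 library. Over the 15 other genes labelled in Fig. 6A or of smallest p, counted with Tnfrsf11a, 248 of 375 comparisons left the call as it was, 116 took it away, 8 added one and 3, all of Tnfrsf11a, changed the direction. The remaining named genes gave 9787 comparisons, of which 8578 left the call as it was, 635 took it away, 253 added one and 321 changed the direction.

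Of the 11 lists, 7 passed an adjusted p of 0.05 with camera. With fry 1 passed (oxidative phosphorylation), with fry after the length offset 0 and with camera and an estimated correlation 0; at an unadjusted p below 0.05, 3 of the lists passed with fry, 1 with fry after the length offset and 1 with the estimated correlation. The ribosomal protein list had an adjusted p of 0.145 with fry and 0.400 with the estimated correlation, and its direction turned after the length offset (0.666), after the offset fitted without the list genes (0.704) and with fry after the length offset (0.660), within a range of 5.63e-20 to 0.704. The oxidative phosphorylation list stayed lower but did not pass with fry after the length offset (0.177) or the estimated correlation (0.315), within 1.02e-31 to 0.315. The mitochondrially encoded genes became relatively higher after the length offset (0.0215), without the list genes in its trend (0.0258) and with fry (0.325), but passed as lower with the GC offset (0.00213), the Xist covariate (0.00340) and the covariate for genes detected (0.0118). With the Xist covariate and the covariate for genes detected, the direction turned to lower for granule and neutrophil genes (0.0218 and 0.227), megakaryocyte genes (9.59e-04 and 0.150) and hepatoblast genes (0.578 and 0.0237). With 1 library left out, their adjusted p ran from 0.0238 (without WT replicate 15418) to 0.965, 0.0961 to 0.959 and 0.0650 to 0.949. Camera's direction, relative to all other genes, turned for each list without KO replicate 15415 or WT replicate 15416. For granule and neutrophil genes it also turned without KO replicate 15411 or 15412 or WT replicate 15417. For hepatoblast genes it also turned without KO replicate 15412 or WT replicate 15417. The median log2 fold change stayed positive in these fits for megakaryocyte (0.57 to 1.29) and hepatoblast genes (0.0127 to 2.77). For granule and neutrophil genes the median ran from -1.48 to 4.43. Over all lists, 215 of 264 comparisons left the call as it was, 22 took it away, 4 added one and 23 changed the direction given by the test. The correlation of the log2 fold change with transcript length was 0.343 under filterByExpr, which drops genes with low counts, and 0.200 to 0.271 with 1 library left out. The number of receptors above 40 counts stayed within 1.5 times under each alternative. Low depth limits the fold changes of Marco, Il12rb2 and Lilrb4b, which have at most 3 counts per library in 1 group, to bounds. The paper calls the controls littermates, but which libraries share a litter is not given, and their replicate numbers are not shared between groups. Litter, a possible block, was therefore not fitted.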

Differences from the paper's values

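The paper reports 598 upregulated genes, its own value, and 221 genes were higher in KO here with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 25 alternatives set before the data were examined, 2 came within 1.5 times of the paper's value, DESeq2 with a log2 fold-change threshold of 0.1 and an adjusted p below 0.1 (585 genes), which are the settings given in the paper's methods, and the fit without KO replicate 15409 (405 genes). The other 23 did not, with 0 to 998 genes. The paper's 555 downregulated genes against 446 here are within 1.5 times.

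In the volcano plot of the paper, the point labelled Ash1l lies at a log2 fold change of about 5.6 in Fig. 6A, read by eye, where Ash1l had 1.40 here and none of the alternatives set before the data were examined closed the gap (from 0.79 to 1.52). In Supplementary file 3 the paper's own log2 fold change is 1.39 for Ash1l and 5.58 for Il12rb2.

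The paper names Gata2 and Gata3 among the upregulated genes and labels Klf1 as a downregulated one. Here Gata2 (adjusted p = 0.113), Gata3 (0.109) and Klf1 (0.101) did not pass the adjusted p of 0.1 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 passed with DESeq2, with the threshold (0.0660, 0.0290 and 0.0274) and without it (0.0278, 0.0111 and 0.0114), with filterByExpr (0.0985, 0.0913 and 0.0837) and with the GC offset (0.0842, 0.0956 and 0.0679). Gata2 also passed without KO replicate 15409 (0.0494) or WT replicate 15418 (0.0988), and Gata3 without WT replicate 15417 (0.0746). Klf1 also passed with a filter at 11 counts in 1 library (0.0949), without the robust option (0.0996) and without WT replicate 15417 (0.0990) or 15420 (0.0774). Over all alternatives the adjusted p ranged from 0.0278 to 0.631 for Gata2, from 0.0111 to 0.476 for Gata3 and from 0.0114 to 0.278 for Klf1. Of the genes in Supplementary file 3, 381 listed as higher and 116 listed as lower did not pass here, against 13 and 4 with the DESeq2 settings of the study. Of the 43 genes shown as DEGs in Figure 6—figure supplement 1C, 15 passed here and all did with the DESeq2 settings of the study.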

Other observations

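The tests of gene length and library size for the number of genes, the splits by direction with DESeq2 and those at an unadjusted p, and the tests of the oxidative phosphorylation list after the length offset and of strain sequence near Tnfrsf11a were chosen only after the results were seen. Each pattern was found and tested on the same libraries, so every explanation below is a hypothesis.

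The number of genes that differ between KO and WT was larger than in the other splits drawn. Of 100 splits into 6 and 4, 1 gave as many genes past an adjusted p of 0.1, the real one, and so it was for the genes higher (1 of 100), the genes lower (1 of 100), the genes at an unadjusted p below 0.05 (1 of 100) and the total with the DESeq2 settings of the study (1 of 100). By direction, 2 of 100 splits with DESeq2 gave as many genes higher and 2 of 100 as many lower, the other split having 684 genes in 1 direction. The largest number in another split was 70 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 939 with DESeq2, where 16 of the 99 other splits gave over 100 genes. With counts thinned to the smallest library, 415 genes passed in the real split and at most 71 in the others, so 1 of 100 splits gave as many, which argues against library size. For the number of genes at an unadjusted p below 0.05, transcript length as the whole source is argued against, since after the length offset 2 of 100 splits, the real one included, gave as many (2405 in the real split, a median of 713 in the others). After the offset 0 genes passed in the real split (smallest adjusted p = 0.145), while 6 other splits gave up to 67, but the real split also gave 0 without KO replicate 15405, 15406, 15412 or 15415 or WT replicate 15416. Of the 667 genes past the threshold before the offset, 79.3% kept an unadjusted p below 0.05 in the same direction after it. In 40 simulations with the length trend of each library and no effect of genotype, genes drawn independently, at most 3 genes passed the threshold. In them, 53.7 to 61.5% of as many genes of smallest p kept theirs. Since so few simulated genes passed, their p-values were weaker at the start, which alone can lower this percentage. The log2 fold changes of the 667 genes had a median ratio of 0.757 after the offset to before it. The simulations gave 0.711 to 0.783, a range that holds the real value. These measures differ, so whether transcript length is the whole source of the genes past the threshold stays open. Fewer genes were detected at equal depth in the WT libraries (13761 to 14457) than in the KO libraries (14489 to 15272; two-sided exact permutation test, p = 0.00952). With this number as a covariate 66.7% of the genes kept an unadjusted p below 0.05 in the same direction, against 17.2 to 94.9% (median 71.4%) with its values shuffled within the groups. A difference in library complexity and the genotype cannot be told apart here, because the number of genes detected follows the groups. An effect of the missing macrophages on LT-HSCs, which is the biological explanation that the design names, stays open.

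The trend of the log2 fold change with transcript length was as strong in 2 of 100 splits, the real one included. The offset for it moved the ribosomal protein genes from a median log2 fold change of -0.41 to 0.0607 and the oxidative phosphorylation genes from -0.60 to -0.20, and left a small trend of the other sign (Spearman's rho -0.0600, against 0.243 before it), so the lower values of both lists are consistent with the trend. The offset for GC content left them at -0.45 and -0.63, which argues against GC content. A change of the ribosomal protein genes beyond that of other genes of their length is argued against by an adjusted p of 0.704 (camera, trend fitted without the list genes). For the oxidative phosphorylation genes, camera gave an adjusted p of 3.15e-06 after the length offset and fry 0.177, so a remainder beyond the trend and the trend itself cannot be told apart while the tests differ. The ribosomal protein list had as small a p in 13 of 100 splits and the oxidative phosphorylation list in 1 of 100. A larger nuclear share of the RNA in the KO libraries could also lower such genes. Of 4 nuclear RNAs, 3 were higher at an unadjusted p below 0.05 (Neat1 by 1.80 and Malat1 by 0.85 on the log2 scale), while the median of the mitochondrially encoded genes was -0.0702 (adjusted p = 0.477 by camera) and moved from -0.47 with the covariate for genes detected to 0.31 after the length offset, so this cannot be told apart from a change in transcription. The paper does not report a trend with transcript length, and what gives rise to it in these libraries was not tested. No preparation batch is given for the libraries, so a batch that follows the groups could not be told apart from the genotype.

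Among the other lists, the macrophage markers had a median log2 fold change of -0.94 (adjusted p = 0.00104 by camera and 0.151 by fry) and as small a p in 23 of 100 splits. The cell cycle list had as small a p in 15 of 100 splits and the stem cell list in 10 of 100, so neither stands out from chance by that measure. Megakaryocyte genes (median 1.00, adjusted p = 0.553), hepatoblast genes (0.73, 0.726) and granule and neutrophil genes (0.19, 0.863) did not differ between KO and WT by camera. Of the receptors of Fig. 2D, 35 were higher and 16 lower in KO, 0 at an adjusted p below 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 12 at an unadjusted p below 0.05. Adjusted over the list alone, 7 receptors passed 0.1, and 5, all of them higher, passed with the DESeq2 settings of the study.

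The immediate early and dissociation genes had a median log2 fold change of 0.88 (adjusted p = 1.66e-05 by camera and 0.151 by fry). As small a p was found in 25 of 100 splits, so chance is enough to account for the p of the list. Of its 29 genes, 5 passed 0.1 over all genes tested, all of them higher in KO. Adjusted over the list alone, 12 passed, 11 of them higher. With the DESeq2 settings of the study 9 genes passed, 8 of them higher. Longer or harsher handling of the KO cells could raise the genes of this list. Hspa1b had a log2 fold change of -2.76 and Hspa1a of 0.37, so handling and a response of the cells cannot be told apart. Some members of the list were in Supplementary file 3.

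Marco RNA was found in WT (330 counts) and not in KO libraries (0 counts), where 1 of 2 alleles would give about 406 counts. That argues against strain sequence linked to the Cre insertion at Tnfrsf11a on the same chromosome, 14.6 Mb away, and 8 of 139 genes within 20 Mb of Tnfrsf11a passed the threshold (5.76%, against 3.99% elsewhere; Fisher's exact test, p = 0.273). RNA or fragments of macrophages in the WT sorted cells may be a source. The other 15 macrophage markers had a median log2 fold change of -0.74, with 11 lower in KO, at a fry p of 0.215 and a camera p of 0.0151. C1qa, C1qb and C1qc were lower (log2 fold changes -2.04, -0.71 and -1.82), and Cd5l was at 0.142 CPM in WT replicate 15420. Lyve1, Mrc1 and Vcam1 of this list may also come from endothelial cells. Macrophage RNA in the sorted cells and Marco expression by LT-HSCs cannot be told apart with these few counts.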
